# A regulatory module controlling stress-induced cell cycle arrest in *Arabidopsis*

**DOI:** 10.7554/eLife.43944

**Published:** 2019-04-04

**Authors:** Naoki Takahashi, Nobuo Ogita, Tomonobu Takahashi, Shoji Taniguchi, Maho Tanaka, Motoaki Seki, Masaaki Umeda

**Keywords:** cell cycle arrest, DNA damage, heat stress, transcription factors, protein stability, gene expression, *A. thaliana*

## Abstract

Cell cycle arrest is an active response to stresses that enables organisms to survive under fluctuating environmental conditions. While signalling pathways that inhibit cell cycle progression have been elucidated, the putative core module orchestrating cell cycle arrest in response to various stresses is still elusive. Here we report that in *Arabidopsis*, the NAC-type transcription factors ANAC044 and ANAC085 are required for DNA damage-induced G2 arrest. Under genotoxic stress conditions, ANAC044 and ANAC085 enhance protein accumulation of the R1R2R3-type Myb transcription factor (Rep-MYB), which represses G2/M-specific genes. ANAC044/ANAC085-dependent accumulation of Rep-MYB and cell cycle arrest are also observed in the response to heat stress that causes G2 arrest, but not to osmotic stress that retards G1 progression. These results suggest that plants deploy the ANAC044/ANAC085-mediated signalling module as a hub which perceives distinct stress signals and leads to G2 arrest.

## eLife digest

During environmental stresses, such as high light or a drought, plants do not have the opportunity to up and leave. Instead, they need to buy time and energy by pausing their growth, which means stopping their cells from dividing. In this case, the cell cycle, a series of stages during which a cell prepares itself for division, must be halted.

If the genetic information in cells is damaged, often under the influence of the environment, plants stop their cell cycle in the step just before division. However, it is still unclear how this process takes place, and which proteins participate in it. Researchers also do not know whether environmental stresses can directly trigger this mechanism.

To investigate, Takahashi et al. conducted a series of genetic experiments on a common plant known as *Arabidopsis thaliana*, and they identified two proteins, ANAC044 and ANAC085, which could stop the cell cycle when the genetic information is damaged. In particular, ANAC044 and ANAC085 worked by stabilizing other proteins that turn off certain genes that the cell needed to divide. Additional experiments showed that other types of stresses, such as heat, halted the cell cycle using the ANAC044 and ANAC085 pathway. This suggests that this mechanism may be a central ‘hub’ that responds to various stress signals from the environment to prevent cells from dividing.

In the field, environmental stresses stop plants from growing, which reduces crop yields; ultimately, manipulating ANAC044 or ANAC085 might help to boost plant productivity even when external conditions fluctuate.

## Introduction

To survive under fluctuating environmental conditions, all organisms have the ability to deal with various kinds of internal and external stresses. In animals, failure to adapt against disadvantageous stresses leads to various diseases such as cancer, and, in severe cases, cells perish (Twayana and Ravanan, 2018). To avoid such consequences, cells deploy mechanisms to temporarily arrest proliferation, thereby ensuring appropriate stress responses. For instance, the high osmolarity glycerol (HOG) MAP kinase (MAPK) cascade induces cell cycle arrest by inhibiting the transcription of cyclin genes in response to hyperosmotic stress (Saito and Posas, 2012). However, while such individual pathways inducing inhibition of cell proliferation have been well characterized, our understanding of the central module that is presumed to govern cell cycle arrest in response to different stresses is still limited. Due to their sessile lifestyle, plants also need to handle many kinds of abiotic and biotic stresses, and to adapt themselves to environmental conditions by activating particular signalling cascades. Various transcription factors that respond to abiotic stresses have been well studied, such as those belonging to the MYB, bZIP, drought-responsive element-binding protein (DREB) and DREB1s/C-repeat binding factor (CBF) families (Vinocur and Altman, 2005; Umezawa et al., 2006; Golldack et al., 2011). However, downstream signalling pathways that inhibit cell proliferation remain largely unknown; therefore, it remains to be established whether plants deploy central signalling pathway(s) that induce cell cycle arrest upon exposure to multiple stresses.

DNA damage also arrests the cell cycle to allow DNA repair to occur before DNA replication or mitosis begins (Harper and Elledge, 2007; Ciccia and Elledge, 2010; Hu et al., 2016). The programmed response to DNA damage is therefore crucial to maintain genome integrity. DNA damage is sensed by two kinases, ATAXIA TELANGIECTASIA MUTATED (ATM) and ATM AND RAD3-RELATED (ATR) (Abraham, 2001; Garcia et al., 2003; Culligan et al., 2004). ATM is activated by double-strand breaks (DSBs), whereas ATR senses single-strand breaks (SSBs) and stalled replication forks (Bensimon et al., 2011; Flynn and Zou, 2011). In animals, ATM phosphorylates the checkpoint kinase CHK2, which stabilizes the transcription factor p53 and induces expression of the CDK inhibitor p21, resulting in cell cycle arrest at G1/S phase (Donjerkovic and Scott, 2000; Bartek and Lukas, 2001; Cheng and Chen, 2010). CHK1, which is phosphorylated by ATR, and CHK2 also activate the G2/M-phase checkpoint by phosphorylating CDC25 phosphatases (Karlsson-Rosenthal and Millar, 2006; Perry and Kornbluth, 2007). In contrast, while plants possess ATM and ATR, they lack functional orthologues for p21, p53, CDC25 or CHK1/2. Instead, a plant-specific NAC-type transcription factor, SUPPRESSOR OF GAMMA RESPONSE 1 (SOG1), is phosphorylated and activated by ATM and ATR, and triggers DNA damage responses (DDRs) (Yoshiyama et al., 2009; Yoshiyama et al., 2013; Sjogren et al., 2015; Yoshiyama et al., 2017).

A previous study demonstrated that in *Arabidopsis*, SOG1 regulates the expression of almost all genes induced by DSBs (Yoshiyama et al., 2009), causes G2 arrest in the meristem, enhances the transition from cell division to endoreplication (a repeated cycle of DNA replication without mitosis), and triggers stem cell death (Furukawa et al., 2010; Adachi et al., 2011). Expression of CDK inhibitors, such as *SMR5* and *SMR7*, is directly induced by SOG1 (Yin et al., 2014; Ogita et al., 2018); however, their induction also occurs in DSB-tolerant *Arabidopsis* mutants, suggesting that it is not sufficient to arrest the cell cycle (Chen et al., 2017). We previously demonstrated that simultaneous suppression of a set of G2/M-specific genes is accompanied by DNA damage-induced G2 arrest (Adachi et al., 2011). G2/M-specific genes, such as those encoding mitotic cyclins, are controlled by three Myb repeat-containing transcription factors, called R1R2R3-Myb or MYB3R (Ito, 2005). *Arabidopsis* possesses five genes for MYB3R, MYB3R1 to MYB3R5, among which MYB3R4 acts as a transcriptional activator (Act-MYB), and MYB3R3 and MYB3R5 are transcriptional repressors (Rep-MYB) (Haga et al., 2007; Haga et al., 2011; Kobayashi et al., 2015). MYB3R1 functions as both an activator and a repressor (Kobayashi et al., 2015). MYB3Rs bind to target gene promoters via a *cis*-acting element called the mitosis-specific activator (MSA) element, and control the expression of G2/M-specific genes (Kobayashi et al., 2015). We recently reported that Rep-MYBs are actively degraded via the ubiquitin-proteasome pathway, but become stabilized under DNA damage conditions, thereby suppressing G2/M-specific genes and causing G2 arrest (Chen et al., 2017). Protein stability of Rep-MYBs is dependent on CDK activity: CDK phosphorylates the C-terminal domain of MYB3R3/5 and promotes their degradation. Therefore, we proposed a model in which DNA damage phosphorylates and activates SOG1, and reduces CDK activities, probably by inducing CDK inhibitor genes, thereby stabilizing Rep-MYBs (Chen et al., 2017). Since Rep-MYBs repress mitotic cyclin expression, their stabilization further decreases CDK activities, thus resulting in cell cycle arrest. A recent report also demonstrated that Rep-MYBs function as major repressors of cell cycle genes in the response to DNA damage (Bourbousse et al., 2018). However, it remains unknown whether the initial reduction of CDK activity is sufficient to trigger Rep-MYB stabilization, or whether another signalling pathway is required to accumulate a sufficient amount of Rep-MYB for the suppression of numerous G2/M-specific genes.

In this study, we show that the NAC-type transcription factors ANAC044 and ANAC085, which are direct targets of SOG1, play a crucial role in causing G2 arrest in response to DNA damage. In the absence of ANAC044 or ANAC085, Rep-MYB does not accumulate and cannot inhibit G2/M progression, and the plants exhibit DNA damage tolerance. ANAC044 and ANAC085 are not required for the induction of genes for DNA repair proteins or CDK inhibitors, but rather are engaged in accumulation of Rep-MYBs. Our data show that they also participate in heat stress-induced inhibition of G2 progression, suggesting that an ANAC044- and ANAC085-mediated pathway plays a central role in orchestrating stress-induced G2 arrest by controlling Rep-MYB accumulation.

## Results

### *ANAC044* and *ANAC085* are induced by DNA damage

Previous studies demonstrated that the SOG1 transcription factor controls cell cycle arrest and stem cell death (Yoshiyama et al., 2009; Furukawa et al., 2010; Adachi et al., 2011). Therefore, it is conceivable that DNA damage-induced G2 arrest is controlled by signalling pathways downstream of SOG1. Recently we identified 146 *Arabidopsis* genes that are directly targeted by SOG1, among which were the NAC transcription factors ANAC044 and ANAC085 (Ogita et al., 2018). Phylogenetic analysis of NAC transcription factors indicated that ANAC044 and ANAC085 are the closest relatives of SOG1 (Figure 1A); indeed, in the NAC domain, which is essential for DNA binding, their amino acid similarity to SOG1 is 72.0% for ANAC044 and 72.6% for ANAC085. A striking difference is that the C-terminal regions carrying the domain needed for transcriptional regulation are shorter in ANAC044 and ANAC085 than in SOG1. Moreover, five serine-glutamine (SQ) motifs, which are targets for phosphorylation by ATM and ATR, are present towards the C terminus of SOG1, but missing in ANAC044 and ANAC085 (Figure 1B). We therefore predicted that ANAC044 and ANAC085 exert distinct functions in the DDR.

**Figure 1.**
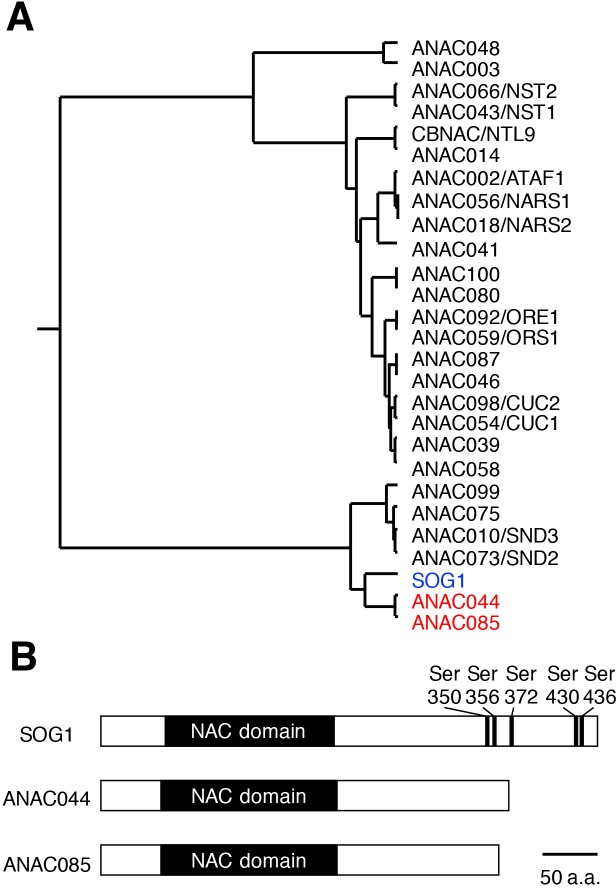
Similarities among SOG1, ANAC044 and ANAC085. (**A**) Phylogenetic tree of the NAC transcription factors in *Arabidopsis*. SOG1 (blue letters) and ANAC044 and ANAC085 (red) are highlighted. (**B**) Protein structures of SOG1, ANAC044 and ANAC085. Serine (Ser) residues of the SQ motifs in SOG1 are indicated with numbers of the amino acid sequence.

**Figure 1—figure supplement 1.**
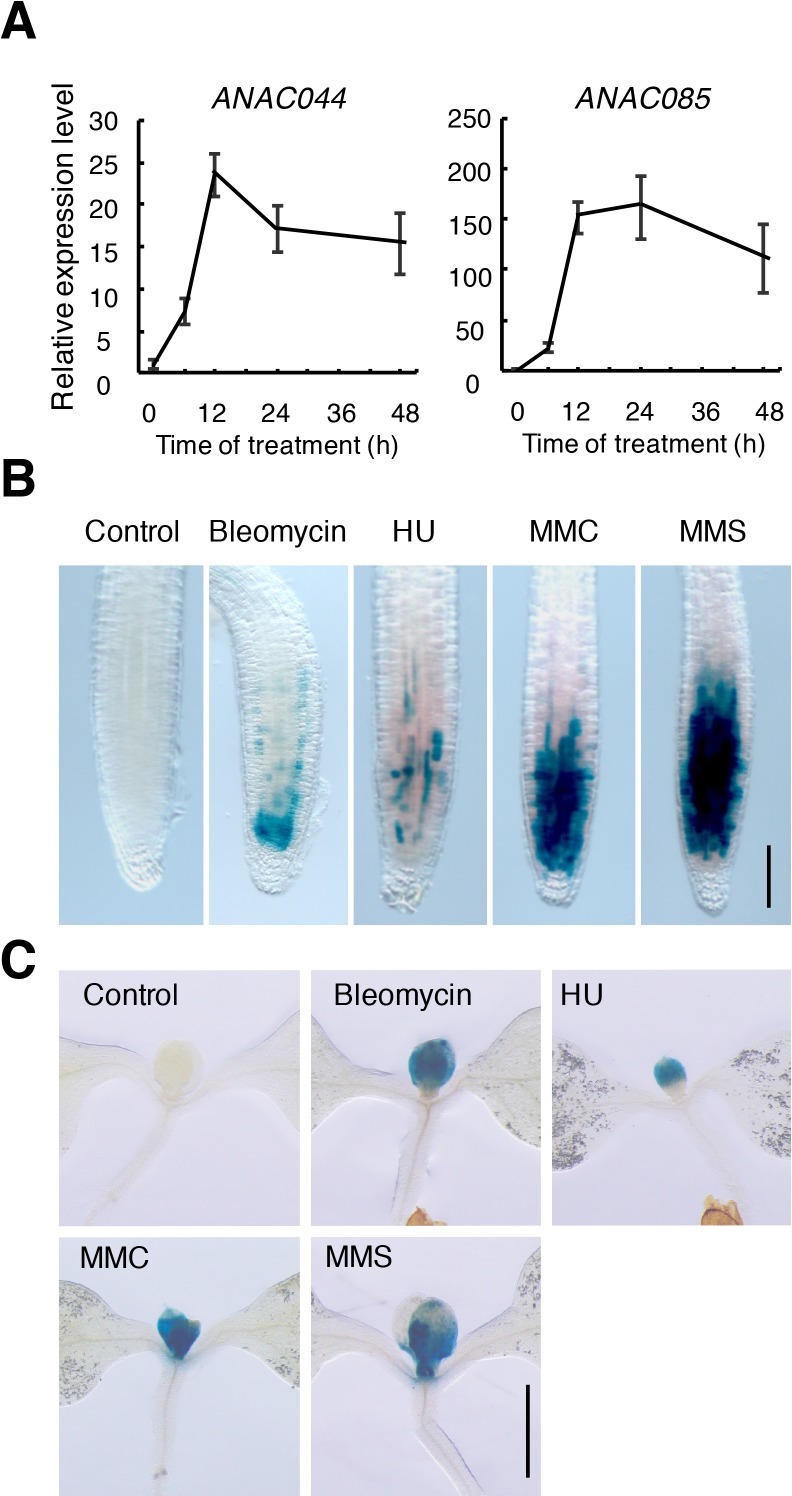
*ANAC044* and *ANAC085* are induced by DNA damage. (**A**) Transcript levels of *ANAC044* and *ANAC085* after bleomycin treatment. Five-day-old WT seedlings were treated with 0.6 µg/ml bleomycin for 0, 6, 12, 24 or 48 hr. The mRNA levels were normalized to that of *ACTIN2* and are indicated as relative values, with that for 0 hr set to 1. Data are presented as mean ±SD (n = 3). (**B, C**) Five-day-old seedlings harbouring *ProANAC044:GUS* were transferred to medium supplemented with or without 0.6 µg/ml bleomycin, 1.5 mM hydroxyurea (HU), 3.3 µg/ml mitomycin C (MMC) or 80 ppm methyl methanesulfonate (MMS), and grown for 24 hr. GUS-stained seedlings were observed for the root tip (**B**) and shoot apex (**C**). Bars = 100 µm (**B**) and 1 mm (**C**). 10.7554/eLife.43944.005Figure 1—figure supplement 1—source data 1.Source data.

**Figure 1—figure supplement 2.**
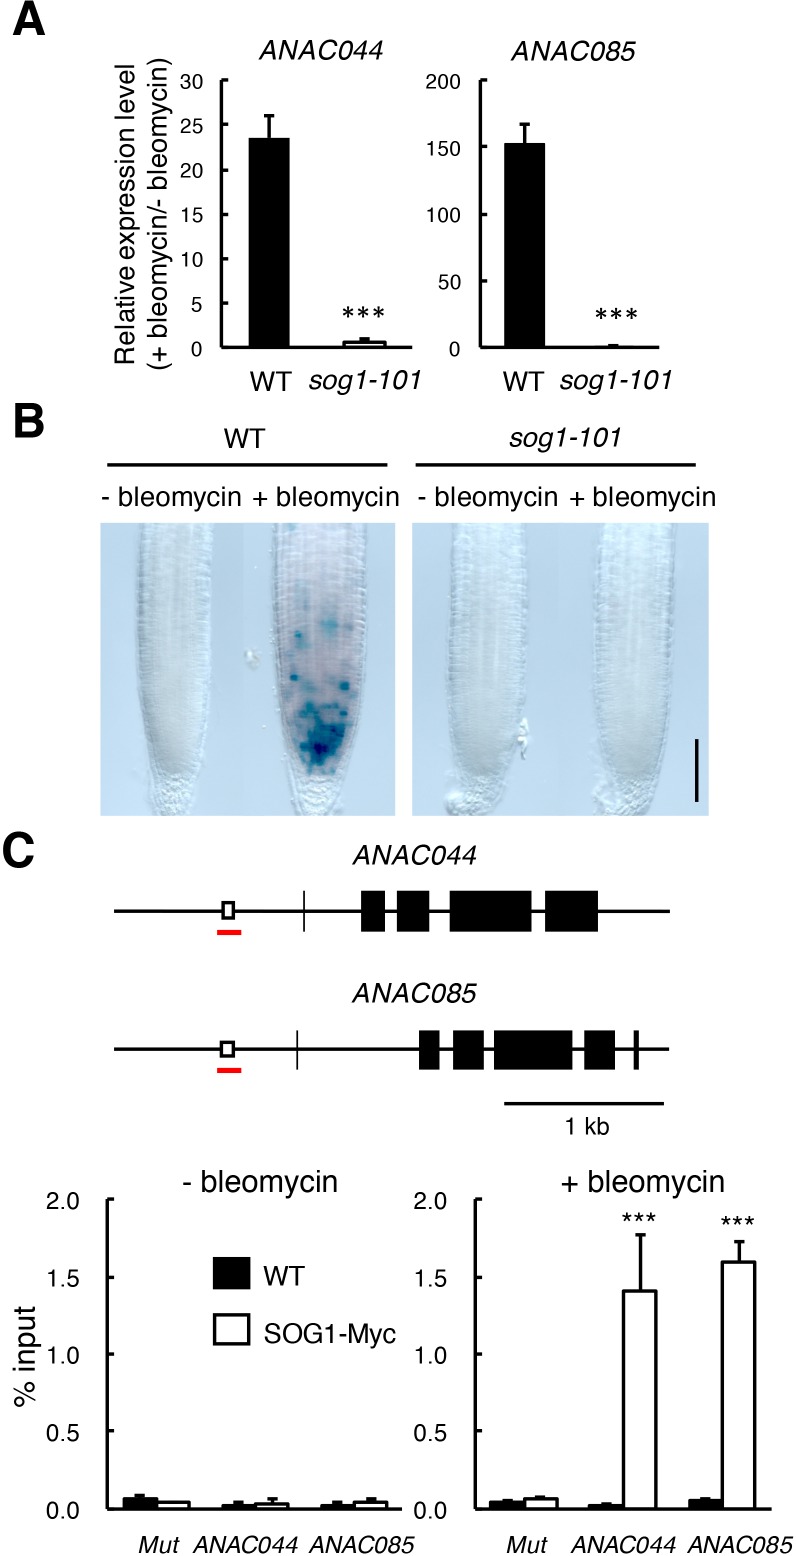
SOG1-mediated induction of *ANAC044* and *ANAC085*. (**A**) Transcript levels of *ANAC044* and *ANAC085* in *sog1-101*. Five-day-old WT and *sog1-101* seedlings were treated with or without 0.6 µg/ml bleomycin for 12 hr. The mRNA levels were normalized to that of *ACTIN2* and are indicated as fold induction following bleomycin treatment. Data are presented as mean ± SD (n = 3). Significant differences from WT were determined by Student’s *t*-test: ***, p<0.001. (**B**) Promoter activity of *ANAC044* in the root tip. Five-day-old seedlings of WT and *sog1-101* carrying *ProANAC044:GUS* were transferred to MS medium with or without 0.6 µg/ml bleomycin and cultured for 24 hr, followed by GUS staining. Bar = 100 µm. (**C**) (Upper) Schematic representation of the genomic regions of *ANAC044* and *ANAC085*. Open and closed boxes indicate SOG1-binding motifs and exons, respectively. Red lines represent the regions amplified in ChIP-qPCR. (Lower) ChIP-qPCR assay. Two-week-old WT and *ProSOG1:SOG1-Myc* (SOG1-Myc) seedlings were treated with or without 0.6 µg/ml bleomycin. Chromatin bound to SOG1-Myc was collected by immunoprecipitation with anti-Myc antibodies, and qPCR was conducted to amplify the promoter regions of *ANAC044* and *ANAC085. Mutator-like transposon* (*Mut*) was used as a negative control. The recovery rate of each DNA fragment was determined against input DNA. Data are presented as mean ± SD (n = 3). Significant differences from WT were determined by Student’s *t*-test: ***, p<0.001. 10.7554/eLife.43944.007Figure 1—figure supplement 2—source data 1.Source data.

We first examined the transcriptional response of these NAC transcription factors to the DSB-inducing agent bleomycin. Five-day-old wild-type (WT) seedlings were transferred onto MS medium containing 0.6 µg/ml bleomycin, and quantitative real-time PCR (qRT-PCR) was conducted using total RNA isolated from root tips. The transcript levels of *ANAC044* and *ANAC085* increased soon after bleomycin treatment and reached maxima after 12 hr, indicating a rapid response to DSBs (Figure 1—figure supplement 1A). We next generated *promoter:GUS* reporter lines and found that *ProANAC085:GUS* showed no GUS signal irrespective of bleomycin treatment, probably due to a lack of regulatory element(s) essential for transcriptional activation in the promoter region. On the other hand, in the *ProANAC044:GUS* line, *GUS* expression was elevated by bleomycin treatment in root tips and young leaves (Figure 1—figure supplement 1B and C). Interestingly, we observed a patchy pattern of signals in the root tip, suggesting that *ANAC044* is induced in cells at particular cell cycle stage(s) that are more sensitive to DSBs. We also tested other DNA-damaging agents, namely hydroxyurea (HU), mitomycin C (MMC) and methyl methanesulfonate (MMS). HU inhibits deoxyribonucleotide production, thereby causing DNA replication stress (Wang and Liu, 2006; Saban and Bujak, 2009). MMS is an alkylating agent that methylates guanine and adenine bases, resulting in base mispairing and replication blocks (Beranek, 1990; Llorente et al., 2008). MMC generates interstrand cross-links on DNA (Rink et al., 1996). Treatment with all three drugs again induced *GUS* expression in root tips and young leaves (Figure 1—figure supplement 1B and C), suggesting that ANAC044 is associated with the DDR in actively dividing cells.

### SOG1 directly induces *ANAC044* and *ANAC085* under DNA damage conditions

To examine whether the transcriptional induction of *ANAC044* and *ANAC085* is mediated by SOG1, we conducted qRT-PCR using RNA isolated from the *sog1* knockout mutant *sog1-101* (Ogita et al., 2018). As shown in Figure 1—figure supplement 2A, bleomycin-induced expression of *ANAC044* and *ANAC085* was not observed in *sog1-101*. A similar result was also obtained using the *ProANAC044:GUS* reporter gene, which did not show bleomycin-triggered *GUS* expression in the *sog1-101* mutant background (Figure 1—figure supplement 2B), indicating that SOG1 is required for the transcriptional induction.

As described above, we had identified *ANAC044* and *ANAC085* as SOG1 target genes because their promoters displayed significant peaks in the ChIP-seq data of SOG1 (Ogita et al., 2018). We searched for the SOG1-binding motif CTT(N)_7_AAG in the promoter regions of *ANAC044* and *ANAC085*, and found CTTGGGGAGCAAG and CTTATTTACGAAG sequences, respectively (Figure 1—figure supplement 2C). To reveal whether SOG1 binds to the identified promoter regions, we conducted ChIP-qPCR analysis. Using transgenic plants harbouring *ProSOG1:SOG1-Myc*, which can complement the *sog1-1* mutation (Yoshiyama et al., 2013), immunoprecipitation was performed with anti-Myc antibody, and chromatin fragments bound to SOG1-Myc were subjected to qPCR. The result showed that for both *ANAC044* and *ANAC085*, the promoter regions containing the SOG1-binding motifs were highly enriched when chromatin isolated from bleomycin-treated plants, but not from non-treated control, was used for immunoprecipitation (Figure 1—figure supplement 2C). This strongly suggests that SOG1 binds to the *ANAC044* and *ANAC085* promoters under DNA damage conditions and induces their expression. DNA damage-dependent binding of SOG1 has also been demonstrated for promoters of other SOG1 target genes (Yin et al., 2014; Ogita et al., 2018).

### *anac044* and *anac085* mutants are tolerant to DNA damage

We then examined the involvement of *ANAC044* and *ANAC085* in the DDR using multiple mutant alleles. *anac044-1* (SAIL_1286D02) and *anac044-2* (GABI_968B05) have T-DNA insertions in the fourth and fifth exons of *ANAC044*, respectively, and *anac085-1* (GABI_894G04) and *anac085-2* (SALK_208662) contain T-DNA fragments in the fourth exon of *ANAC085* (Figure 2—figure supplement 1A). Semi-quantitative RT-PCR showed that transcripts of *ANAC044* in *anac044-1* and *anac044-2*, and *ANAC085* in *anac085-1* and *anac085-2*, were undetectable using primers flanking the T-DNA insertion sites, indicating that all are null alleles (Figure 2—figure supplement 1B). Five-day-old seedlings grown on MS medium were transferred onto a medium supplemented with or without bleomycin, HU, MMC or MMS, and grown for a further 5 days. Measurement of root growth showed that the two mutants for each of *anac044* or *anac085* were more tolerant than WT to all four DNA-damaging agents, and that root growth was almost the same between *anac044* and *anac085* (Figure 2—figure supplement 2A). Moreover, the *anac044-1 anac085-1* double mutant showed a similar tolerance to that of the single mutants (Figure 2; Figure 2—figure supplement 3).

**Figure 2.**
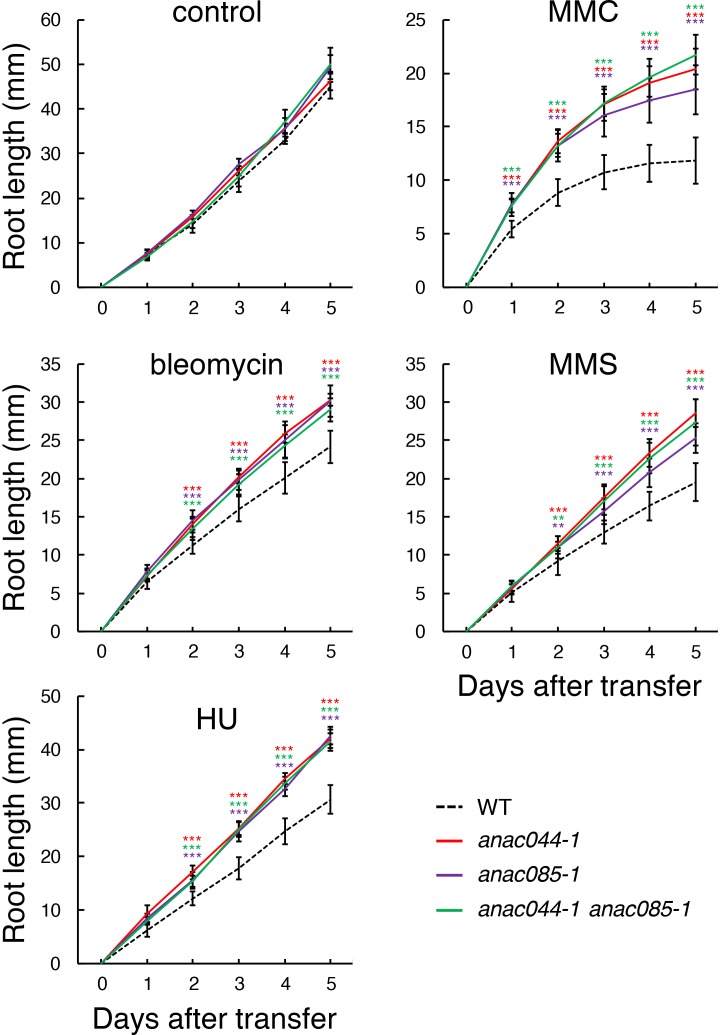
*anac044* and *anac085* are tolerant to DNA damage. Five-day-old seedlings of WT, *anac044-1*, *anac085-1* and *anac044-1 anac085-1* were transferred to medium with or without 0.6 µg/ml bleomycin, 1.5 mM hydroxyurea (HU), 3.3 µg/ml mitomycin C (MMC) or 80 ppm methyl methanesulfonate (MMS), and root length was measured every 24 hr. Data are presented as mean ± SD (n = 13). Significant differences from WT were determined by Student’s *t*-test: **, p<0.01; ***, p<0.001. 10.7554/eLife.43944.013Figure 2—source data 1.Source data.

**Figure 2—figure supplement 1.**
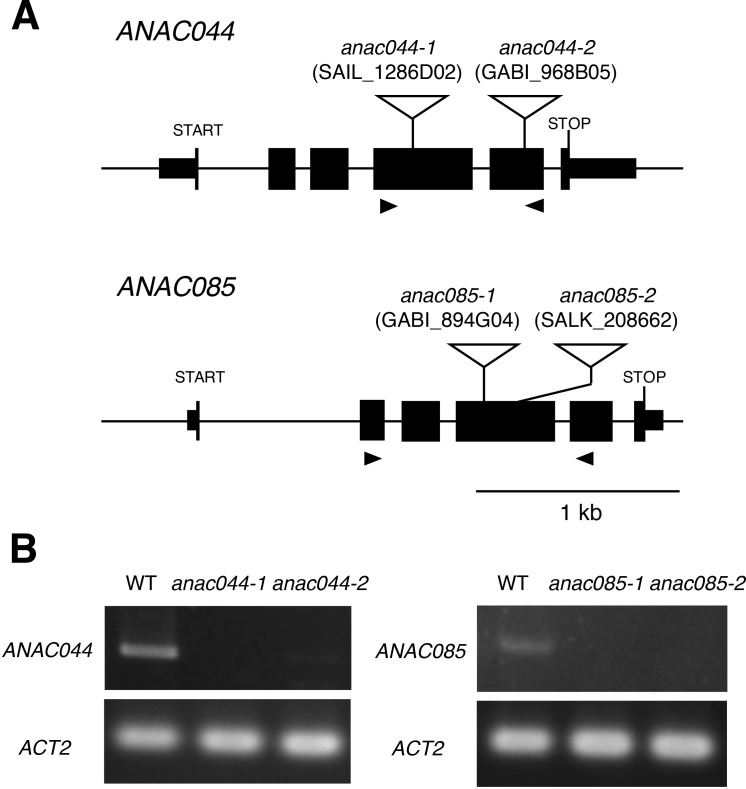
T-DNA insertion mutants of *ANAC044* and *ANAC085*. (**A**) Schematic representation of the *ANAC044* and *ANAC085* genes. T-DNA insertion sites in *anac044-1*, *anac044-2*, *anac085-1* and *anac085-2* are shown. Exons and introns are indicated by black boxes and solid lines, respectively. The positions of primers used for RT-PCR are depicted by black triangles. (**B**) Semi-quantitative RT-PCR analysis of the *anac044* and *anac085* mutants. Total RNA was extracted from five-day-old seedlings, and subjected to RT-PCR using primers shown in A. *ACTIN2* (*ACT2*) was used as a control.

**Figure 2—figure supplement 2.**
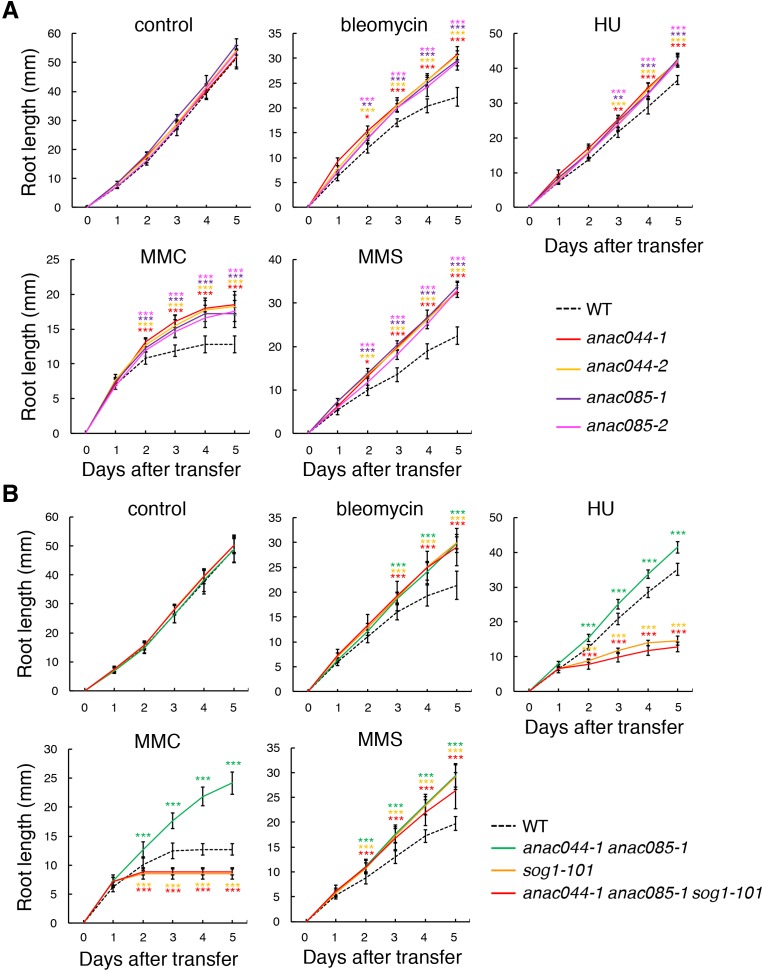
*anac044* and *anac085* are tolerant to various DNA-damaging agents. Root growth of WT, *anac044-1*, *anac044-2*, *anac085-1* and *anac085-2* (**A**), and of WT, *anac044-1 anac085-1*, *sog1-101*, and *anac044-1 anac085-1 sog1-101* (**B**). Five-day-old seedlings were transferred to medium with or without 0.6 µg/ml bleomycin, 1.5 mM hydroxyurea (HU), 3.3 µg/ml mitomycin C (MMC) or 80 ppm methyl methanesulfonate (MMS), and root length was measured every 24 hr. Data are presented as mean ± SD (n > 11). Significant differences from WT were determined by Student’s *t*-test: *, p<0.05; **, p<0.01; ***, p<0.001. 10.7554/eLife.43944.011Figure 2—figure supplement 2—source data 1.Source data.

**Figure 2—figure supplement 3.**
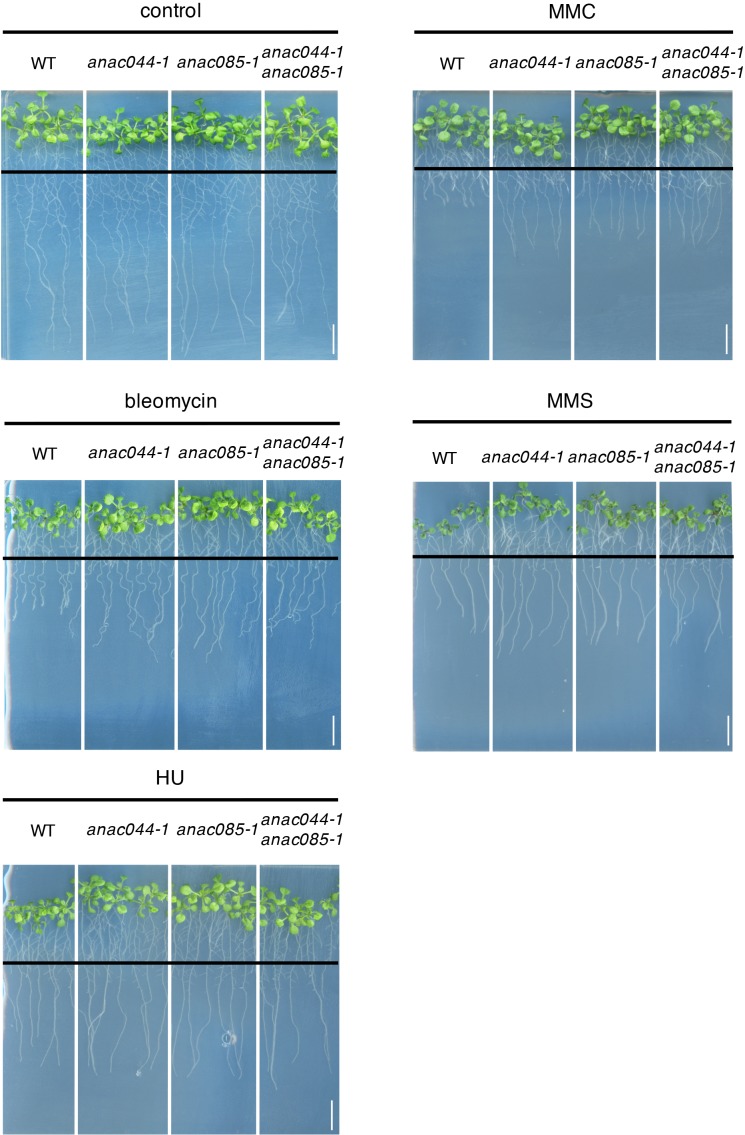
Root growth of *anac044-1*, *anac085-1* and *anac044-1 anac085-1* in the presence of DNA-damaging agents. Five-day-old seedlings were transferred to medium with or without 0.6 µg/ml bleomycin, 1.5 mM hydroxyurea (HU), 3.3 µg/ml mitomycin C (MMC) or 80 ppm methyl methanesulfonate (MMS), and grown for a further five days. Black lines indicate the positions of root tips when seedlings were transferred onto each medium. Bar = 1 cm.

### ANAC044 and ANAC085 mediate SOG1-dependent DDRs

Previous studies demonstrated that *sog1-1* was tolerant to gamma irradiation and bleomycin treatment, and was hypersensitive to HU (Yoshiyama et al., 2009; Hu et al., 2015; Yoshiyama et al., 2017). We found that the tolerance to bleomycin and MMS was comparable between *sog1-101*, *anac044-1 anac085-1* and the triple mutant *anac044-1 anac085-1 sog1-101* (Figure 2—figure supplement 2B). Moreover, the triple mutant exhibited hypersensitivity to HU and MMC to a similar extent to that of *sog1-101* (Figure 2—figure supplement 2B), indicating that *sog1-101* is epistatic to *anac044-1 anac085-1*. These results suggest that *ANAC044* and *ANAC085* function downstream of *SOG1* in DNA damage-induced root growth retardation.

It was reported that DSBs induce cell death of stem cells and stele precursor cells in the root tip, and that SOG1 is involved in this response (Furukawa et al., 2010). To reveal whether *ANAC044* and *ANAC085* are also required for DSB-induced stem cell death, five-day-old seedlings were treated with bleomycin for 24 hr, and root tips were observed. Propidium iodide (PI)-stained dead cells were visible in the stem cell and stele precursor cell populations in WT, while almost no cell death was observed in *anac044-1 anac085-1*, *sog1-101* or *anac044-1 anac085-1 sog1-101* (Figure 3A and B). This result suggests that *ANAC044* and *ANAC085* also participate in SOG1-mediated induction of stem cell death.

**Figure 3.**
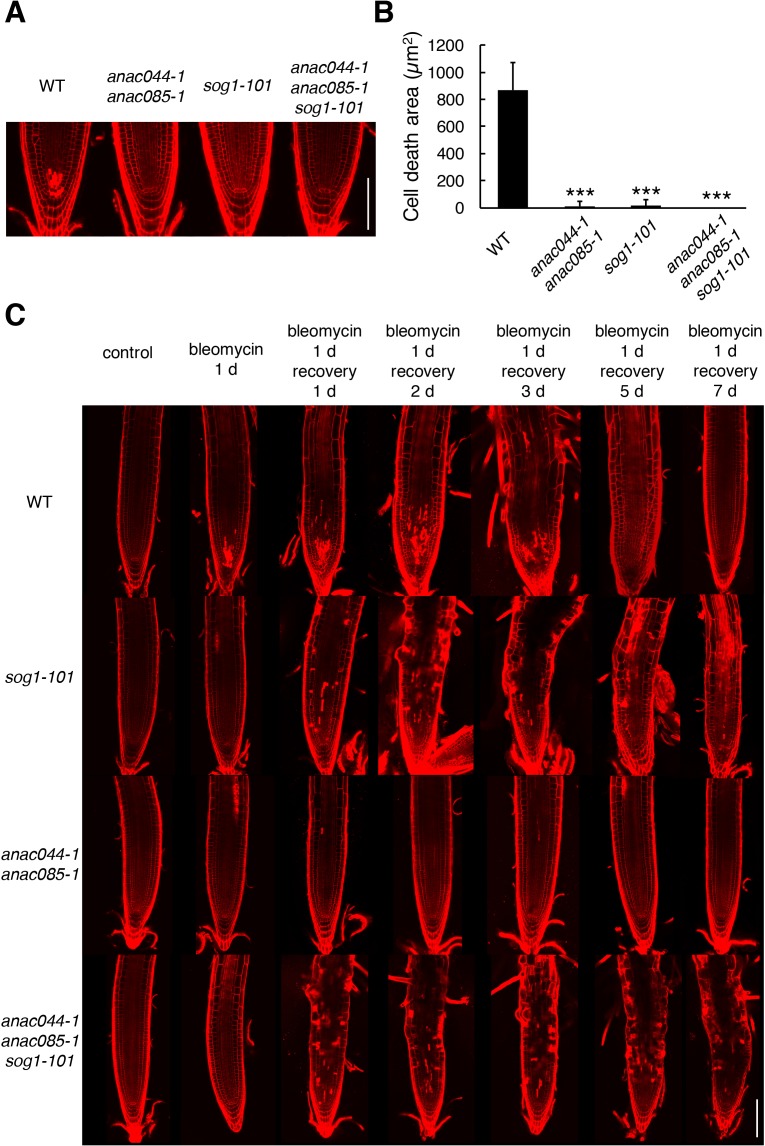
ANAC044 and ANAC085 are involved in DNA damage-induced stem cell death. (**A**) Root tips of WT, *anac044-1 anac085-1*, *sog1-101*, and *anac044-1 anac085-1 sog1-101*. Five-day-old seedlings were transferred to medium containing 0.6 µg/ml bleomycin and grown for 24 hr, followed by propidium iodide (PI) staining. Bar = 100 µm. (**B**) Cell death area in the root tip. The total area of cells stained with PI (**A**) was measured by ImageJ software. Data are presented as mean ± SD (n > 9). Significant differences from WT were determined by Student’s *t*-test: ***, p<0.001. (**C**) Root tips of *sog1-101*, *anac044-1 anac085-1* and *anac044-1 anac085-1 sog1-101* after recovery from bleomycin-containing medium. Five-day-old seedlings were transferred to medium supplemented with 0.6 µg/ml bleomycin, and grown for 24 hr. The seedlings were then transferred back to medium without bleomycin, and grown for the indicated number of days. Root tips were observed after PI staining. Bar = 100 µm. 10.7554/eLife.43944.015Figure 3—source data 1.Source data.

Johnson et al. (2018) investigated the recovery of *Arabidopsis* roots after an acute dose of ionizing radiation (150 Gy). They found that the stem cell niche was regenerated through experiencing cell death, and that root growth recovered after about one week. However, the *sog1* mutant underwent neither death nor regeneration of stem cells, leading to root growth arrest after long-term culture (Johnson et al., 2018). This observation suggests that SOG1-dependent programmed cell death triggers regeneration of the stem cell niche, and is thus essential for the recovery of root growth. As described above, *anac044-1 anac085-1* is also defective in DNA damage-induced stem cell death; therefore, we investigated root regeneration in *anac044-1 anac085-1* after a one-day treatment with bleomycin. In WT roots, PI-stained dead cells derived from stem cells and stele precursor cells gradually decreased and almost disappeared within five days (Figure 3C). In *sog1-101*, stem cell death did not occur, although we observed sporadic cell death across the meristematic zone and distorted tissue organization (Figure 3C), which were also described by Johnson et al. (2018). On the other hand, *anac044-1 anac085-1* displayed no cell death in the stem cell niche or in the meristematic zone, and cells were properly arranged in the root tip throughout 7 days after recovery (Figure 3C). The *anac044-1 anac085-1 sog1-101* triple mutant showed disorganized root tissues as observed in *sog1-101* (Figure 3C), again indicating epistasis of *sog1-101* over *anac044-1 anac085-1*. These results suggest that stem cells in *sog1-101* and *anac044-1 anac085-1* have different characteristics; namely, DNA-damaged stem cells in *anac044-1 anac085-1*, but not *sog1-101*, can function in producing transit-amplifying cells, which constitute the root meristem. SOG1-dependent, but ANAC044/085-independent, pathway(s) are probably required for preserving the integrity of stem cells that have been exposed to DNA damage.

### ANAC044 and ANAC085 are not involved in homologous recombination-mediated DNA repair

In *Arabidopsis*, DNA repair and recombination are known to be induced through SOG1 in response to DSBs (Yoshiyama et al., 2009); indeed, our recent study showed that SOG1 directly controls several DNA repair-related genes, such as *RAD51* and *BRCA1* (Ogita et al., 2018). To investigate whether ANAC044 and ANAC085 participate in DNA repair, we examined the expression of DNA repair-related genes in the *anac044 anac085* double mutant. Five-day-old seedlings were treated with bleomycin for 10 hr, at which time *ANAC044* and *ANAC085* are highly induced in WT (Figure 1—figure supplement 1A), and total RNA was analysed using an Agilent Custom Microarray that covers all annotated *Arabidopsis* genes. 

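The microarray data comprise 12 one-colour arrays, each hybridised with 1 sample. WT, the T-DNA insertion double mutant *anac044-1 anac085-1* and the knockout mutant *sog1-101* were each represented by 2 mock-treated and 2 bleomycin-treated samples. Bleomycin, which causes DSBs, was given at 0.6 µg/ml to 5-day-old seedlings. The paper states that the RNA came from root tips, while the sample labels name roots. Of the 54778 spots on an array, 53459 are not controls, and the probes that carry a locus identifier stand for 32788 loci. The authors deposited the signal that Agilent's Feature Extraction software gave for each spot, an intensity from which a fitted background surface had been subtracted, without normalization between arrays. The 75th percentile of this intensity ranged from 800.3 to 1058 across the arrays, with a median of 888. Between 52.1% and 60.3% of the probes on an array lay well above background according to the software, and no spot was saturated. The deposited values were log2-transformed, and each array was shifted to the same 75th percentile. Each locus was then represented by its brightest probe, and levels are given below in log2 units of this shifted intensity. The 21844 loci that were well above background on both arrays of at least 1 group were tested with limma in 1 model of all 12 arrays. A change was called at a Benjamini-Hochberg adjusted p under 0.05 over these loci. Across loci, which are not independent replicates, the levels on the 2 arrays of a group had a Pearson's r between 0.994 and 0.997. The number of arrays limits the precision of each value. Mock-treated samples lay in rows 1 and 2 of the slides and bleomycin-treated samples in rows 3 and 4 for every genotype, and *anac044-1 anac085-1* was alone on slide 2. For responses that all genotypes share, treatment therefore cannot be told apart from the row of the slide, nor can the mock level of *anac044-1 anac085-1* from its slide. *sog1-101* lay alone in column 2 of slide 1, and the other genotypes lay in column 1 of their slides.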

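Bleomycin changed the transcript levels of 4275 loci in WT, 2126 up and 2149 down. Of all alternatives, requiring in addition a log2 fold change of at least 1 moved this count most, to 835. It was 2150 without replicate 2 of bleomycin-treated WT, and 2350 and 2788 without mock replicates 1 and 2. In *sog1-101*, 5278 loci changed, 3146 up and 2132 down, and leaving out replicate 1 of the mock-treated samples gave 1167. The share that rose there was 59.6%, but 49.9% with only the arrays of this genotype and 34.2% without a shift between arrays, an alternative chosen after seeing the data. The response differed between *sog1-101* and WT at 1370 loci, and at 811 without that array. *BRCA1* (AT4G21070) was at 10.39 ± 0.0033 (SD, n = 2 arrays) in mock-treated WT and at 14.06 ± 0.05 after bleomycin, a log2 fold change of 3.67 (standard error 0.12, adjusted p = 1.1e-06 from limma). In *sog1-101* it was at 10.24 ± 0.11 and 10.52 ± 0.28, a log2 fold change of 0.28 (adjusted p = 0.118), and this response differed from that of WT by -3.39 (adjusted p = 3.3e-05). *RAD51A* (AT5G20850) rose from 9.55 ± 0.05 to 12.31 ± 0.0060 in WT, a log2 fold change of 2.75. In *sog1-101* it rose from 9.46 ± 0.05 to 9.85 ± 0.09, a log2 fold change of 0.39 that was called (adjusted p = 0.0126) and that was smaller than in WT by more than the error, with a difference of -2.36 (adjusted p = 2.6e-05). *MND1* (AT4G29170), *RPA1E* (AT4G19130) and *RAD51B* (AT2G28560) had log2 fold changes of 2.33, 1.59 and 1.13 in WT, where their adjusted p ranged up to 0.0016. In *sog1-101* they were 0.32, 0.27 and 0.12, with adjusted p of 0.0614, 0.0550 and 0.567. Their responses differed from those of WT by -2.01, -1.32 and -1.0, with adjusted p of 2.2e-04, 5.8e-04 and 0.0298. The last of these differences was past the threshold in some settings only, and without any one of the WT arrays other than mock replicate 1, or any one of the *sog1-101* arrays, it was not called. *RAD54L* (AT3G19210) rose from 5.16 ± 0.05 to 5.98 ± 0.06 in WT, a log2 fold change of 0.82 (standard error 0.23, adjusted p = 0.0408), which was not called without any one of the 4 WT arrays (adjusted p from 0.109 to 0.165). Its log2 fold change of 0.25 in *sog1-101* did not differ from WT beyond the error (difference -0.58, adjusted p = 0.356).

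One array decides part of the *sog1-101* values. In replicate 2 of bleomycin-treated *sog1-101*, *SOG1* (AT1G25580) was at 5.19 and *SMR7* (AT3G27630) at 10.83, against 2.12 and 9.41 in replicate 1. Without this array, 1506 loci were called in *sog1-101*, and *RAD51A* had a log2 fold change of 0.33 (adjusted p = 0.0801). The other 5 genes then had log2 fold changes between -0.05 (*RAD54L*) and 0.17 (*MND1*), none of them called. Without replicate 1 in its place, *BRCA1*, *RAD51A*, *MND1* and *RPA1E* were called in *sog1-101*. Adjusted over the list alone, 6 of the 6 genes named above rose in WT and 3 in *sog1-101*, and 5 differed between the genotypes. The study chose these genes on the same samples, so that these counts are not independent evidence. Figure 4A lists 19 genes for HR, the 5 named above included, of which 18 were tested: 7 changed in WT (6 up, 1 down) and 3 in *sog1-101*. For nucleotide excision repair, 4 of 10 genes, *RPA1E* included, rose in WT and 3 in *sog1-101*.

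Non-homologous end-joining and mismatch repair are represented in Figure 4A by 14 genes that could be matched to a locus. *XRCC4* was not above background in any group, and the other 13 were tested. In WT the median of their log2 fold changes was 0.017. *MSH3* (AT4G25540) was called, with a log2 fold change of 0.27 (standard error 0.06, adjusted p = 0.0126), and the other 12 were not. Without mock replicate 1, mock replicate 2 or bleomycin replicate 2 of WT, *MSH3* was not called either (adjusted p = 0.0577, 0.0619 and 0.0838). In *sog1-101*, the mismatch repair genes *MLH3*, *MSH1*, *MSH3* and *MSH5* rose, with log2 fold changes between 0.24 and 0.71, and without bleomycin replicate 2 the call was left for *MSH5* alone. Only *MSH5* (AT3G20475) differed from WT among the 13, by 0.83 (adjusted p = 0.0207, and 0.0690 without that array). Adjusted over the list alone, 1 gene changed in WT and 5 in *sog1-101*.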

Although the transcript levels of genes involved in non-homologous end-joining or mismatch excision repair did not change under our DNA damage conditions, several genes for homologous recombination (HR) (*BRCA1*, *RAD51A*, *RAD51B*, *RAD54L* and *MND1*) and nucleotide excision repair (*RPA1E*) were up-regulated in WT, but not in *sog1-101* (Figure 4A). In *anac044 anac085*, the up-regulated genes were normally induced by bleomycin treatment (Figure 4A), suggesting that neither ANAC044 nor ANAC085 is required for DSB-induced expression of DNA repair-related genes.

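In *anac044-1 anac085-1*, 2902 loci changed after bleomycin, 1484 up and 1418 down, and without bleomycin replicate 1 or 2 of this genotype the count was 1633 or 1207. Of the loci called in WT, 97.1% had an estimate of the same sign in the double mutant and 2353 were also called there in the same direction. In *sog1-101*, the share of the same sign was 78.0%, and 1771 were also called in the same direction. Of the loci called in WT, 311 were called in the opposite direction in *sog1-101* and 4 in the double mutant. The response of *anac044-1 anac085-1* differed from that of WT at 18 loci, none of which is among the repair genes of Figure 4A, and this count lay between 28 and 61 without WT bleomycin replicate 1 or without either mock replicate or bleomycin replicate 1 of the double mutant. *BRCA1* was at 10.53 ± 0.09 (SD, n = 2 arrays) in the mock-treated double mutant and at 14.11 ± 0.03 after bleomycin, a log2 fold change of 3.59 (adjusted p = 1.6e-06). *RAD51A* rose by 2.89 on the log2 scale, from 9.57 ± 0.16 to 12.46 ± 0.0070. *MND1* rose from 8.85 ± 0.09 to 11.09 ± 0.06, a log2 fold change of 2.25, and *RPA1E* had a log2 fold change of 1.62 and *RAD51B* one of 1.03 (adjusted p = 0.0036). For *RAD54L* the log2 fold change was 0.83, from 5.07 ± 0.32 to 5.89 ± 0.33, with an adjusted p of 0.0523, just outside the threshold. It was called with normexp background correction (log2 fold change 0.41, adjusted p = 0.0121) and with quantile normalization (adjusted p = 0.0426), and over the settings run for it its adjusted p ranged from 0.0121 to 0.288. It was also called without mock replicate 1 of the double mutant (adjusted p = 0.0494) or without either bleomycin-treated *sog1-101* array (adjusted p = 0.0336 and 0.0333). Adjusted over the list alone, all 6 genes rose in the double mutant (for *RAD54L*, adjusted p = 0.0071), again not as independent evidence. The differences from the WT response lay between -0.10 (*RAD51B*) and 0.13 (*RAD51A*). None was called by limma (adjusted p = 1.00 for each), and 0 of the 6 had an unadjusted p under 0.05. Of the non-homologous end-joining and mismatch repair genes, *MSH3* rose by 0.29 (adjusted p = 0.0129), and it was not called without mock replicate 2 or either bleomycin replicate of this genotype. None of these genes differed from WT in its response (0 at an unadjusted p under 0.05). With the named genes included, 5 HR genes and 3 nucleotide excision repair genes of Figure 4A changed in the double mutant.

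The *ANAC044* probe (AT3G01600) gave a signal in the double mutant itself, of 11.19 ± 0.63 (SD, n = 2 arrays) in mock and 11.13 ± 0.04 after bleomycin, against 8.31 ± 0.0033 and 11.65 ± 0.07 in WT. *ANAC085* (AT5G14490) was below background on both arrays of mock-treated WT and at 8.03 ± 0.07 after bleomycin, at least 16.9-fold higher. In the double mutant it lay at 4.39 ± 0.29 in mock and below background on both arrays after bleomycin. From the induction of the repair genes in the absence of functional ANAC044 and ANAC085, the paper proposes that DSB-induced expression of these genes needs neither factor.

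**Figure D1:**
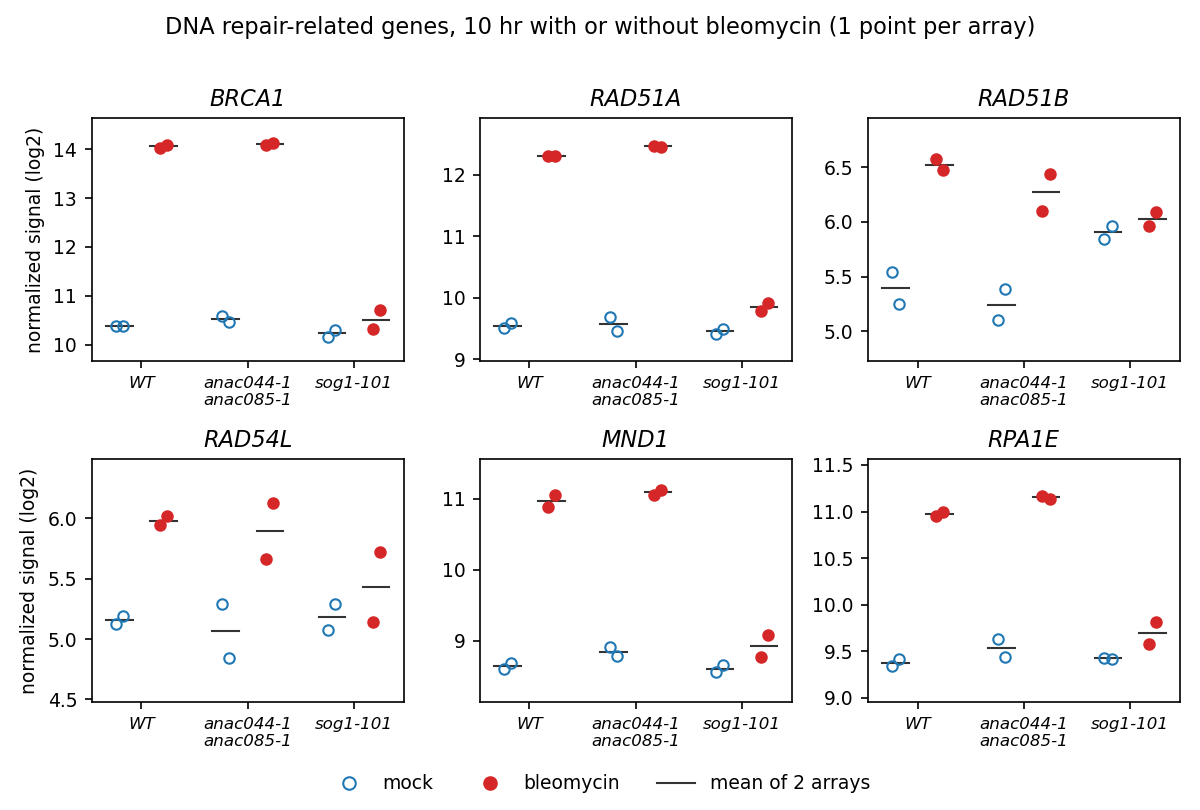
Levels of the 6 repair genes in log2 units of the shifted intensity, 1 point per array, with open points for mock and filled points for bleomycin, and lines at the mean of 2 arrays. In *anac044-1 anac085-1*, the filled points lie at means of 14.11 for *BRCA1* and 12.46 for *RAD51A*, above the open points at 10.53 and 9.57.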

**Figure 4.**
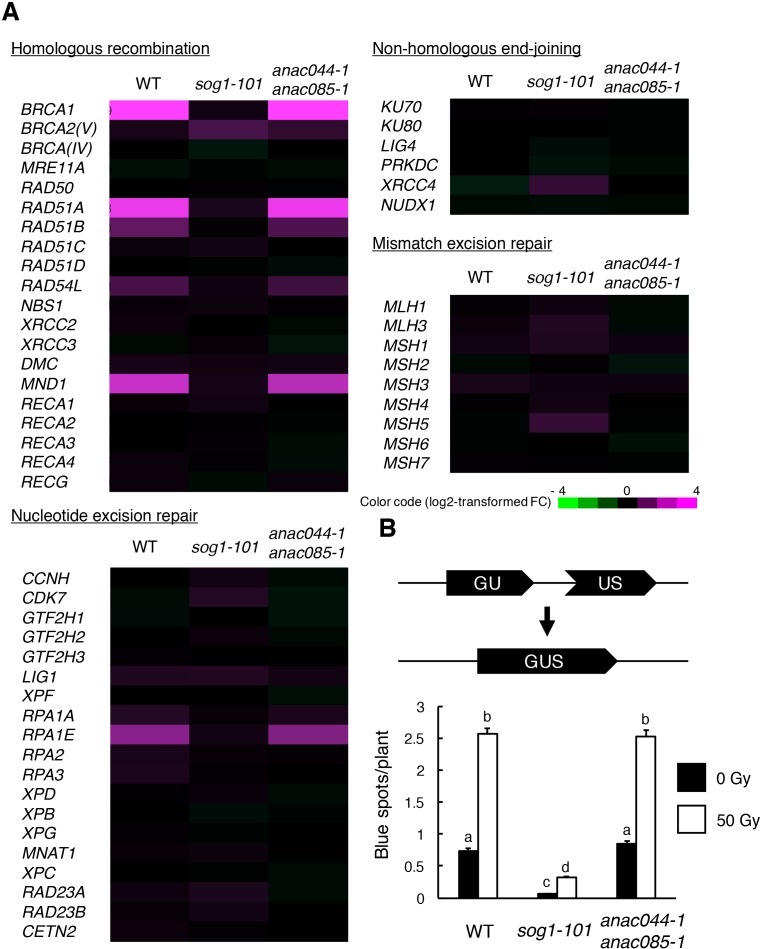
ANAC044 and ANAC085 are not required for HR-mediated DNA repair. (**A**) Transcriptional response of DNA repair-related genes to bleomycin. Five-day-old seedlings of WT, *sog1-101* and *anac044-1 anac085-1* were treated with or without 0.6 µg/ml bleomycin for 10 hr. Total RNA was extracted from root tips and subjected to microarray analysis. Purple and green colours indicate up- and down-regulation, respectively, of genes by bleomycin treatment. (**B**) HR assay. The *GUS* reporter constructs before and after HR are shown (upper panel). Two-week-old plants of WT, *sog1-101* and *anac044-1 anac085-1* carrying the *GUS* reporter construct were irradiated with or without gamma rays (50 Gy), and grown for 3 days. Numbers of blue spots on leaves were counted. Data are presented as mean ± SD (n = 50). Different letters indicate significant differences between samples (Student’s *t*-test, p<0.05). 10.7554/eLife.43944.017Figure 4—source data 1.Source data.

To test the functional relevance of ANAC044 and ANAC085 to DNA repair, we performed an assay to detect HR-mediated DNA repair events using the *beta-glucuronidase* (*GUS*) recombination reporter line (Swoboda et al., 1994). This assay uses parts of the *GUS* gene in directed orientation, which serve as a substrate for HR (Figure 4B). In cells where HR occurs, the *GUS* gene is restored, and GUS activity can be visualized and scored as blue spots after histochemical staining (Swoboda et al., 1994). Plants with the disrupted *GUS* gene were crossed with *sog1-101* and *anac044-1 anac085-1*, and blue spots were counted on leaves. Under normal growth conditions, *sog1-101* displayed fewer blue spots than WT (Figure 4B). Fifty grays of gamma irradiation increased the number of blue spots in both WT and *sog1-101*, although the number was significantly lower in *sog1-101* than in WT (Figure 4B). These results indicate that HR is suppressed in the *sog1-101* mutant. In contrast, no significant difference was observed in the number of blue spots between WT and *anac044-1 anac085-1* irrespective of gamma irradiation (Figure 4B), suggesting that ANAC044 and ANAC085 are not involved in HR.

### ANAC044 and ANAC085 inhibit cell cycle progression in response to DNA damage

The above results indicate that ANAC044 and ANAC085 are required for the part of the DDR that is essential for root growth retardation and stem cell death, but not for DNA repair. One possibility is that they are engaged in cell cycle arrest, because the *Arabidopsis myb3r3* and *myb3r5* mutants, which cannot induce G2 arrest upon exposure to DNA damage, also show defects in root growth retardation and stem cell death (Chen et al., 2017). To test this possibility, we first measured root meristem size by counting the number of cortical cells between the quiescent centre (QC) and the first elongated cell. Bleomycin treatment for 24 hr resulted in a 38% reduction in the meristem cell number in WT, while no significant reduction was observed in *anac044-1 anac085-1*, *sog1-101* or *anac044-1 anac085-1 sog1-101* (Figure 5A). This suggests that SOG1, ANAC044 and ANAC085 control cell division in the meristem and/or the transition from cell division to endoreplication under DNA damage conditions.

**Figure 5.**
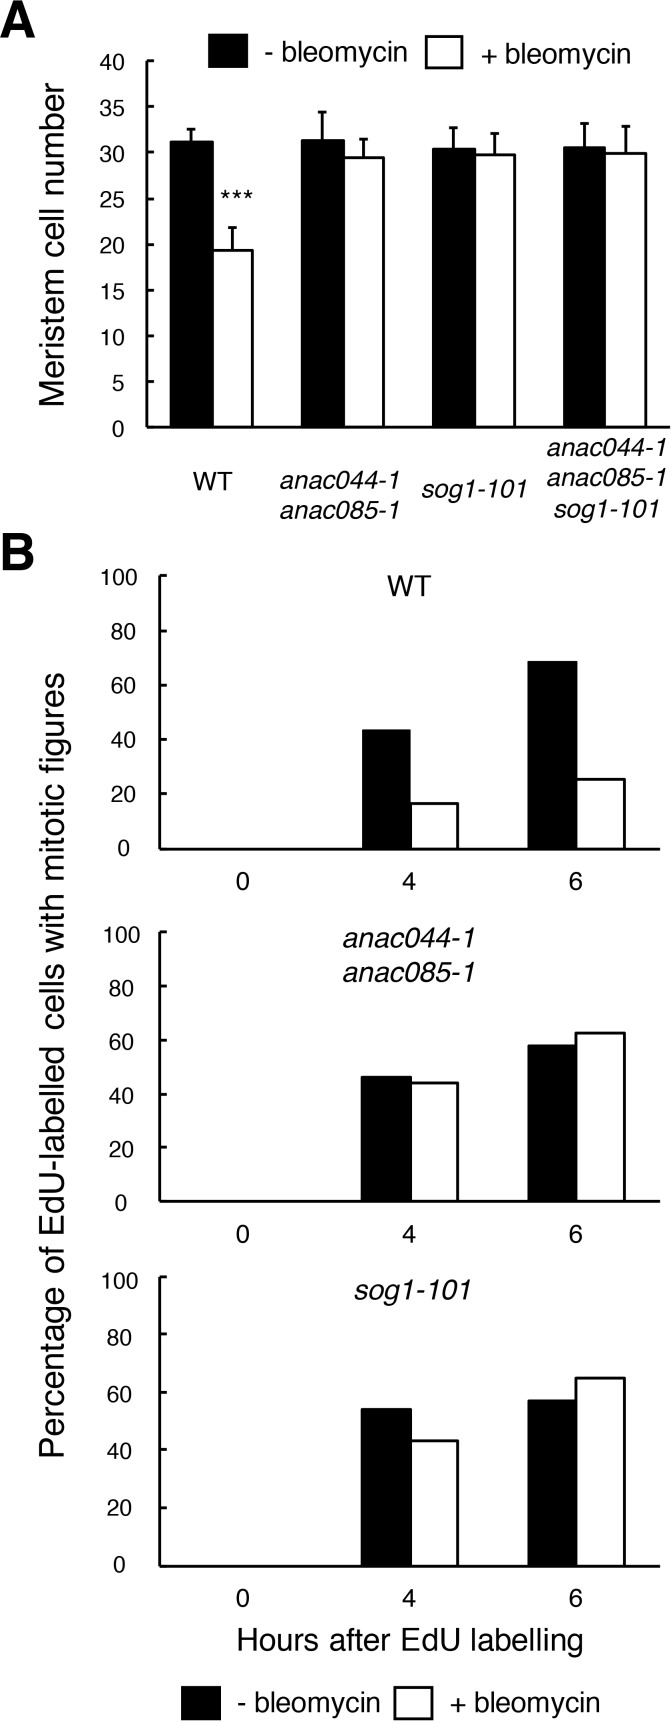
ANAC044 and ANAC085 are required for DNA damage-induced cell cycle arrest. (**A**) Cell number in the meristematic zone of WT, *anac044-1 anac085-1*, *sog1-101* and *anac044-1 anac085-1 sog1-101*. Five-day-old seedlings were transferred to MS medium supplemented with or without 0.6 µg/ml bleomycin, and the number of cortex cells between the QC and the first elongated cell was counted after 24 hr. Data are presented as mean ± SD (n = 20). Significant differences from the non-treated control were determined by Student’s *t*-test: ***, p<0.001. (**B**) Cell cycle progression through the G2/M phase. Five-day-old seedlings of WT, *anac044-1 anac085-1* and *sog1-101* were transferred to MS medium supplemented with or without 0.6 µg/ml bleomycin for 12 hr, and pulse-labelled with EdU for 15 min. Seedlings were then transferred back to MS medium with or without bleomycin, and collected at the indicated time points. Root meristematic cells were double-stained with EdU and DAPI, and cells with mitotic figures were counted. Data are presented as the percentage of EdU-labelled cells among those with mitotic figures (n > 20). 10.7554/eLife.43944.019Figure 5—source data 1.Source data.

To clarify whether ANAC044 and ANAC085 are involved in DNA damage-induced G2 arrest, we conducted EdU incorporation experiments. Five-day-old roots were treated with or without bleomycin for 12 hr, and then incubated with EdU for 15 min. After EdU-labelled cells pass through the G2 phase, they are expected to show mitotic figures in the M phase (Hayashi et al., 2013); therefore, we counted the number of EdU-labelled cells with mitotic figures after 4 or 6 hr. In the absence of bleomycin, EdU-labelled cells with mitotic figures increased in WT, *anac044 anac085* and *sog1-101* after 4 hr (Figure 5B), implying that EdU-labelled cells entered the M phase. On the other hand, bleomycin treatment significantly suppressed the increase of EdU-positive cells with mitotic figures in WT, indicating an impairment in G2/M progression, whereas an increase was observed in *anac044 anac085* and *sog1-101* irrespective of bleomycin treatment (Figure 5B). This suggests that ANAC044 and ANAC085 as well as SOG1 are essential for inhibiting G2-to-M progression in response to DSBs.

### ANAC044 and ANAC085 control protein accumulation of the repressor-type MYB3R

We previously reported that when *Arabidopsis* cultured cells were treated with the DSB inducer zeocin, many G2/M-specific genes were suppressed, thereby causing G2 arrest and endoreplication (Adachi et al., 2011). To examine whether ANAC044 and ANAC085 are involved in repression of G2/M-specific genes, we measured the transcript levels of four MYB3R3 targets, *KNOLLE*, *CYCB1;2*, *EPS15 HOMOLOGY DOMAIN 2* (*EHD2*) and *PLEIADE*/*MAP65-3* (Kobayashi et al., 2015), in root tips. When WT seedlings were treated with bleomycin, the mRNA levels decreased over time and were reduced by half after 24 hr (Figure 6A). As reported previously, no reduction was observed in *sog1-101* (Yoshiyama et al., 2009), suggesting that SOG1 is essential to repress G2/M-specific genes. In the *anac044-1 anac085-1* double mutant, the transcript levels decreased until 12 hr as in WT; however, they did not further decrease beyond 24 hr of bleomycin treatment (Figure 6A). It is noteworthy that such an expression pattern is similar to that observed in *myb3r3* and *myb3r5* mutants, in which suppression of G2/M-specific genes is impaired at a later stage of the DDR (Chen et al., 2017).

**Figure 6.**
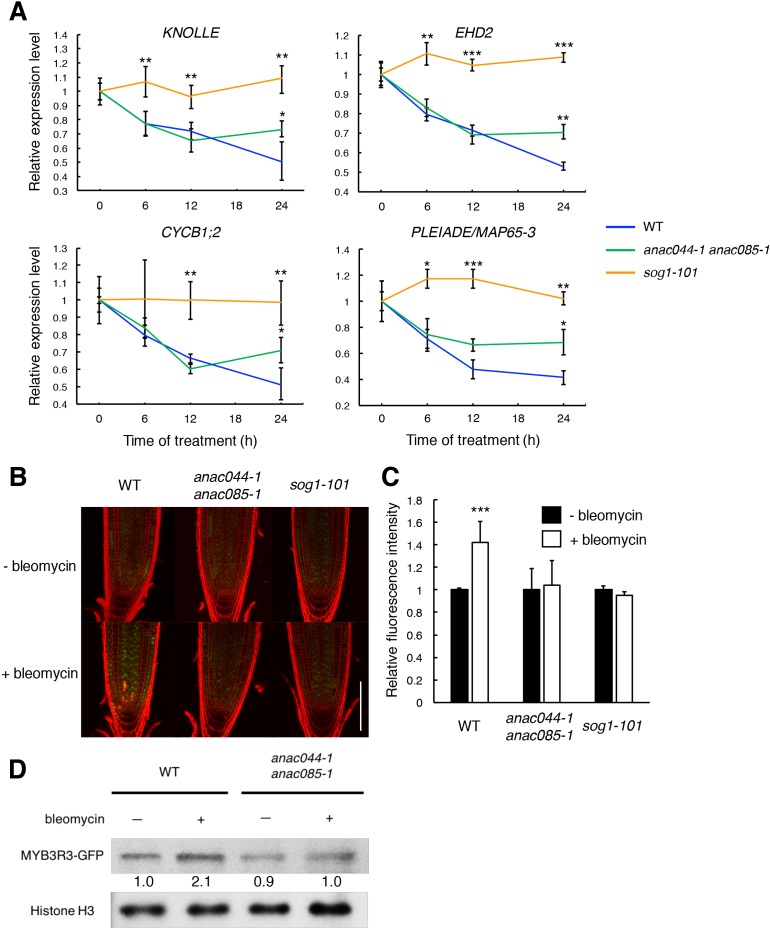
ANAC044 and ANAC085 promote Rep-MYB accumulation in response to DNA damage. (**A**) Transcript levels of *KNOLLE*, *CYCB1;2*, *EHD2* and *PLEIADE/MAP65-3* after bleomycin treatment. Five-day-old seedlings of WT, *anac044-1 anac085-1* and *sog1-101* were transferred to MS medium containing 0.6 µg/ml bleomycin, and grown for 0, 6, 12 and 24 hr. Total RNA was extracted from root tips. mRNA levels were normalized to that of *ACTIN2*, and are indicated as relative values, with that for 0 hr set to 1. Data are presented as mean ± SD (n = 3). Significant differences from WT were determined by Student’s *t*-test: *, p<0.05; **, p<0.01; ***, p<0.001. (**B–D**) MYB3R3 accumulation in the root tip. Five-day-old seedlings of WT, *anac044-1 anac085-1* and *sog1-101* harbouring *ProMYB3R3:MYB3R3-GFP* were transferred to MS medium supplemented with or without 0.6 µg/ml bleomycin, and grown for 24 hr. GFP fluorescence was observed after counterstaining with PI (**B**). Bar = 100 µm. Intensities of GFP fluorescence in the root tip are shown as relative values, with that of non-treated control set to 1 (**C**). Data are presented as mean ± SD (n = 5). Significant differences from the non-treated control were determined by Student’s *t*-test: ***, p<0.001. Twenty micrograms of total protein extracted from root tips were subjected to immunoblotting using antibodies against GFP or histone H3 (**D**). Relative levels of MYB3R3-GFP are expressed as fold change, normalized with respect to the corresponding band of histone H3. 10.7554/eLife.43944.025Figure 6—source data 1.Source data. 10.7554/eLife.43944.026Figure 6—source data 2.Uncut blot.

**Figure 6—figure supplement 1.**
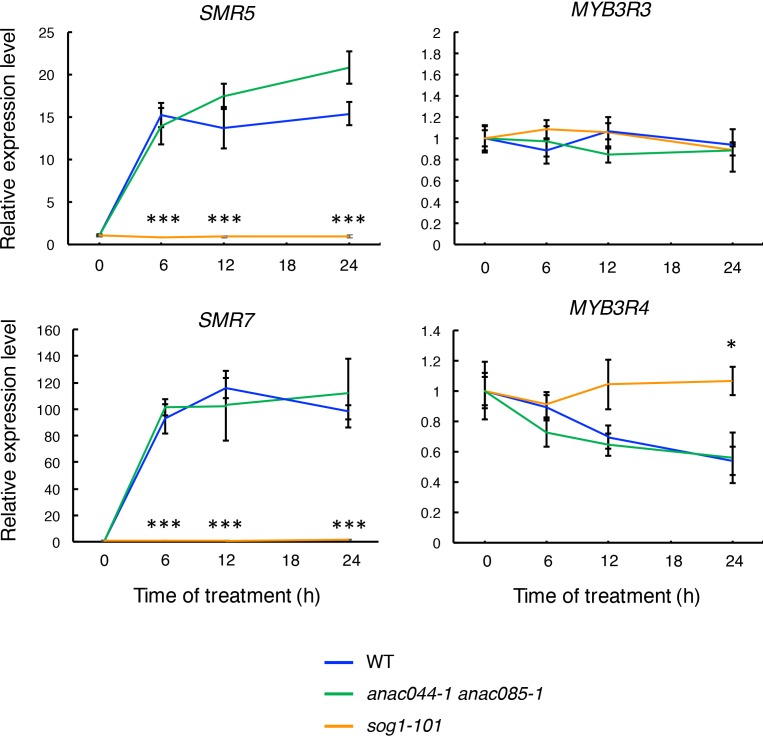
mRNA levels of *SMR5*, *SMR7*, *MYB3R3* and *MYB3R4* after bleomycin treatment. Five-day-old seedlings of WT, *anac044-1 anac085-1* and *sog1-101* were transferred to medium containing 0.6 µg/ml bleomycin, and grown for 0, 6, 12 and 24 hr. Total RNA was extracted from root tips, and subjected to qRT-PCR analysis. mRNA levels were normalized to that of *ACTIN2*, and are indicated as relative values, with that for 0 hr set to 1. Data are presented as mean ± SD (n = 3). Significant differences from WT were determined by Student’s *t*-test: *, p<0.05; ***, p<0.001. 10.7554/eLife.43944.022Figure 6—figure supplement 1—source data 1.Source data.

**Figure 6—figure supplement 2.**
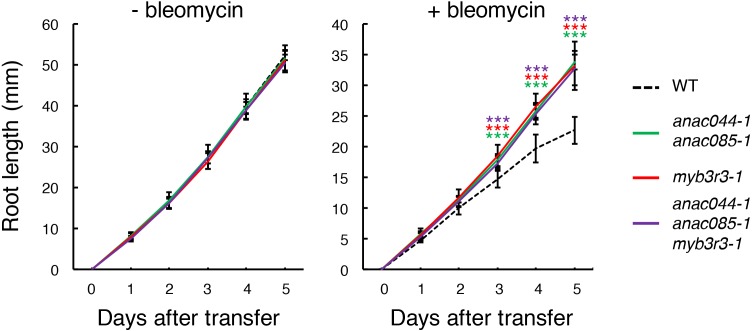
Root growth of *anac044-1 anac085-1*, *myb3r3-1* and *anac044-1 anac085-1 myb3r3-1* in the presence of bleomycin. Five-day-old seedlings were transferred to medium supplemented with or without 0.6 µg/ml bleomycin, and root length was measured every 24 hr. Data are presented as mean ± SD (n > 12). Significant differences from WT were determined by Student’s *t*-test: ***, p<0.001. 10.7554/eLife.43944.024Figure 6—figure supplement 2—source data 1.Source data.

It has been previously reported that the CDK inhibitors *SMR5* and *SMR7* are directly induced by SOG1 in response to DNA damage (Yin et al., 2014; Ogita et al., 2018). Some of the NAC-type transcription factors are known to form homo- or heterodimers to control their target genes (Mitsuda et al., 2004; Yamaguchi et al., 2008; Gladman et al., 2016). Therefore, we examined whether ANAC044 and ANAC085 also participate in controlling the expression of *SMR5* and *SMR7*. Our qRT-PCR showed that bleomycin treatment rapidly induced the expression of *SMR5* and *SMR7* in both WT and *anac044 anac085* (Figure 6—figure supplement 1), suggesting that ANAC044 or ANAC085 is not required for the immediate induction of CDK inhibitor genes. These data are consistent with the above-mentioned result that suppression of G2/M-specific genes was impaired only at a later stage of the DDR in *anac044 anac085* (Figure 6A).

The repressor-type MYB3R transcription factors MYB3R3 and MYB3R5 function in repressing G2/M-specific genes (Kobayashi et al., 2015). In the absence of DNA damage, they are actively degraded via the ubiquitin-proteasome pathway, while under DNA damage conditions, they accumulate to high levels and cause G2 arrest by inhibiting G2/M-specific gene expression (Chen et al., 2017). To examine whether ANAC044 and ANAC085 are associated with the protein stability of repressor-type MYB3Rs, we observed the accumulation in roots of the MYB3R3-GFP fusion protein, which was expressed under the 1.3 kb *MYB3R3* promoter. As reported previously, the GFP fluorescence was increased by bleomycin treatment in the root tip (Chen et al., 2017), whereas no increase was observed in *sog1-101* or *anac044-1 anac085-1* (Figure 6B and C). Immunoblot analysis using total protein from root tips also showed bleomycin-induced accumulation of MYB3R3-GFP in WT, but not in *anac044-1 anac085-1* (Figure 6D). Note that the *MYB3R3* transcript level was unaltered by mutations in *SOG1*, *ANAC044* or *ANAC085* (Figure 6—figure supplement 1). These results suggest that ANAC044 and ANAC085 as well as SOG1 are involved in DNA damage-induced accumulation of the repressor-type MYB3Rs. We have reported that expression of the activator-type *MYB3R4* decreases in response to DNA damage at the mRNA level, and that this down-regulation requires SOG1 (Chen et al., 2017). Our qRT-PCR showed that *MYB3R4* transcripts were reduced in *anac044 anac085* in a similar manner to that in WT (Figure 6—figure supplement 1), suggesting that ANAC044 and ANAC085 function in controlling the level of repressor-type, but not of activator-type, MYB3Rs.

Our measurement of root growth showed that *anac044 anac085* was as tolerant to bleomycin treatment as *myb3r3-1*, a knockout mutant of *MYB3R3* (Chen et al., 2017) (Figure 6—figure supplement 2). Moreover, the *anac044 anac085 myb3r3-1* triple mutant also exhibited the same sensitivity to bleomycin (Figure 6—figure supplement 2), indicating that ANAC044/085 and MYB3R3 function in the same pathway. Taken together, our results suggest that *ANAC044* and *ANAC085*, which are induced by DNA damage-activated SOG1, enhance protein accumulation of repressor-type MYB3Rs, thereby suppressing G2/M-specific genes and causing G2 arrest.

### *ANAC044* overexpression inhibits G2/M progression under DNA damage conditions

To further examine the role of the ANAC044/085-mediated pathway in cell cycle arrest, we generated transgenic plants overexpressing *ANAC044* fused to the glucocorticoid receptor, which is activated by dexamethasone (Dex). We used two lines, of which #1 showed a higher expression of *ANAC044-GR* than #2, for further analyses (Figure 7A). Five-day-old seedlings grown on MS medium were transferred onto medium supplemented with or without 10 µM Dex and/or 0.6 µg/ml bleomycin, and root length was measured for 5 days. In the absence of bleomycin, the overexpression lines displayed similar root growth to WT irrespective of Dex treatment (Figure 7B), suggesting that *ANAC044* overexpression by itself does not inhibit cell division. However, in the presence of bleomycin, root growth was further retarded in the overexpression lines; #1 showed much slower root growth than #2, which has lower *ANAC044-GR* expression (Figure 7A and B; Figure 7—figure supplement 1). These results clearly suggest that *ANAC044* overexpression inhibits root growth under DNA damage conditions.

**Figure 7.**
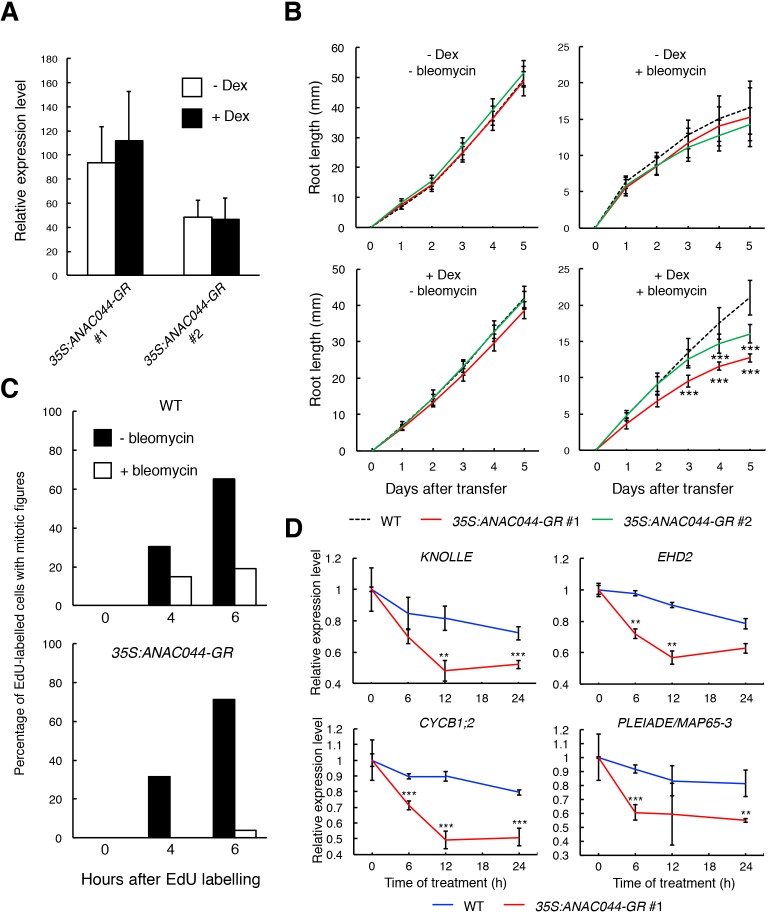
*ANAC044*-overexpressing plants exhibit hypersensitivity to DNA damage. (**A**) Transcript levels of *ANAC044-GR*. Five-day-old seedlings of two independent lines of *35S:ANAC044-GR* (#1 and #2) were treated with or without 10 µM Dex for 24 hr. mRNA levels were quantified by qRT-PCR using *ANAC044* primers and normalized to that of *ACTIN2*, and are indicated as relative values, with that of endogenous *ANAC044* in WT set to 1. Data are presented as mean ± SD (n = 3). (**B**) Root growth of *35S:ANAC044-GR* seedlings. Five-day-old seedlings were transferred to MS medium supplemented with or without 10 µM Dex and/or 0.6 µg/ml bleomycin, and root length was measured every 24 hr. Data are presented as mean ± SD (n > 12). Significant differences from WT were determined by Student’s *t*-test: ***, p<0.001. (**C**) Cell cycle progression through the G2/M phase. Five-day-old seedlings of WT and *35S:ANAC044-GR *#1 were grown in 10 µM Dex-containing medium with or without 0.6 µg/ml bleomycin for 12 hr. After pulse-labelling with EdU for 15 min, seedlings were transferred back to Dex-containing medium with or without bleomycin, and collected after 0, 4 and 6 hr. Root meristematic cells were double-stained with EdU and DAPI, and cells with mitotic figures were counted. Data are presented as the percentage of EdU-labelled cells among those with mitotic figures (n > 20). (**D**) Transcript levels of G2/M-specific genes. Five-day-old seedlings of WT and *35S:ANAC044-GR *#1 were transferred to MS medium containing 10 µM Dex and 0.6 µg/ml bleomycin, and grown for 0, 6, 12 and 24 hr. Total RNA was extracted from root tips and subjected to qRT-PCR. mRNA levels were normalized to that of *ACTIN2*, and are indicated as relative values, with that for 0 hr set to 1. Data are presented as mean ± SD (n = 3). Significant differences from WT were determined by Student’s *t*-test: **, p<0.01; ***, p<0.001. 10.7554/eLife.43944.029Figure 7—source data 1.Source data.

**Figure 7—figure supplement 1.**
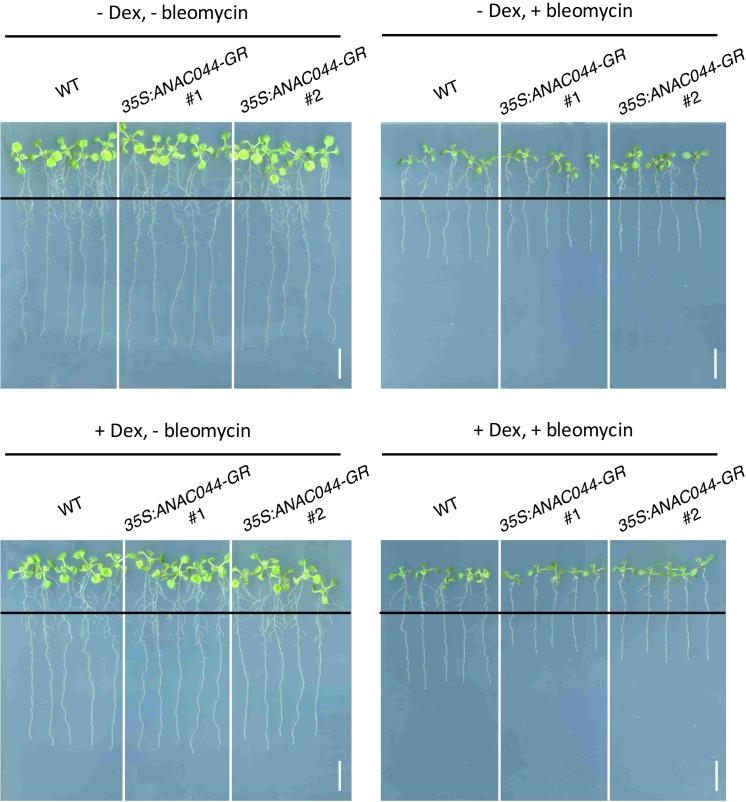
Root growth of *35S:ANAC044-GR* seedlings. Five-day-old seedlings were transferred to medium with or without 10 µM Dex and/or 0.6 µg/ml bleomycin, and grown for a further five days. Black lines indicate the positions of root tips when seedlings were transferred onto each medium. Bar = 1 cm.

Next, we conducted EdU incorporation experiments. In the absence of bleomycin, the number of EdU-positive cells with mitotic figures increased in both WT and the overexpression line #1 (Figure 7C). However, in the presence of bleomycin, the increase of EdU-positive cells with mitotic figures was inhibited in WT, and more dramatically so in #1 (Figure 7C). The expression of G2/M-specific genes was also severely suppressed in #1 compared to WT after bleomycin treatment (Figure 7D). These results suggest that DSB-induced inhibition of G2/M progression is further enhanced by *ANAC044* overexpression.

### ANAC044/085 and the repressor-type MYB3R are involved in heat stress-induced G2 arrest

The above results indicate that the ANAC044/085-mediated pathway plays a major role in DNA stress-induced cell cycle arrest. To examine whether the same signalling module also functions in other stress responses, we investigated the involvement of ANAC044 and ANAC085 in the response to heat and osmotic stresses, which are known to retard G2 and G1 phase progression, respectively, in maize roots (Zhao et al., 2014). When transgenic *Arabidopsis* seedlings harbouring the cell cycle marker system Cytrap (Yin et al., 2014) were grown at higher temperature (37°C) for 24 hr, root cells expressing the late G2/M marker *CYCB1;1* increased significantly, while those expressing the S/G2 marker *CDT1a* were dramatically reduced (Figure 8A and B). On the other hand, when the Cytrap line was treated with 400 mM mannitol for 24 hr, S/G2 phase cells decreased by half, and G1 phase cells, which are represented by the lack of expression of both *CYCB1;1* and *CDT1a* markers, significantly increased (Figure 8—figure supplement 1A and B). These results are consistent with the previous observation in maize (Zhao et al., 2014). We found that the *anac044 anac085* mutant exhibited the same sensitivity as WT to mannitol (Figure 8—figure supplement 1C), and that the promoter activity of *ANAC044* was not elevated by mannitol treatment (Figure 8—figure supplement 1D). This suggests that ANAC044 and ANAC085 are not associated with the osmotic stress-induced inhibition of G1 progression; therefore, we focus on heat stress hereafter.

*anac044 anac085* seedlings grown on MS medium at 22°C for 5 days were incubated at 37°C for 24 hr, and root length was measured after transfer to 22°C. As shown in Figure 8C, root growth inhibition by heat stress was less evident in *anac044 anac085* than in WT, indicating heat stress tolerance (Figure 8—figure supplement 2). A tolerance to heat stress was also observed in a reduction of cell number in the root meristem (Figure 8D). *sog1-101* exhibited the same sensitivity as WT (Figure 8C; Figure 8—figure supplement 2), suggesting that *ANAC044* and *ANAC085* inhibit root growth independently of SOG1. We next examined the transcriptional response of *ANAC044* and *ANAC085* to heat treatment. qRT-PCR showed that the transcript levels of *ANAC044* and *ANAC085* were highly elevated by heat stress in WT, and to the same extent in *sog1-101* (Figure 8E). A similar result was also obtained using the *ProANAC044:GUS* reporter line (Figure 8F). These results suggest that *ANAC044* and *ANAC085* perceive heat stress signals independently of the SOG1-mediated pathway, and that their induction leads to G2 arrest.

**Figure 8.**
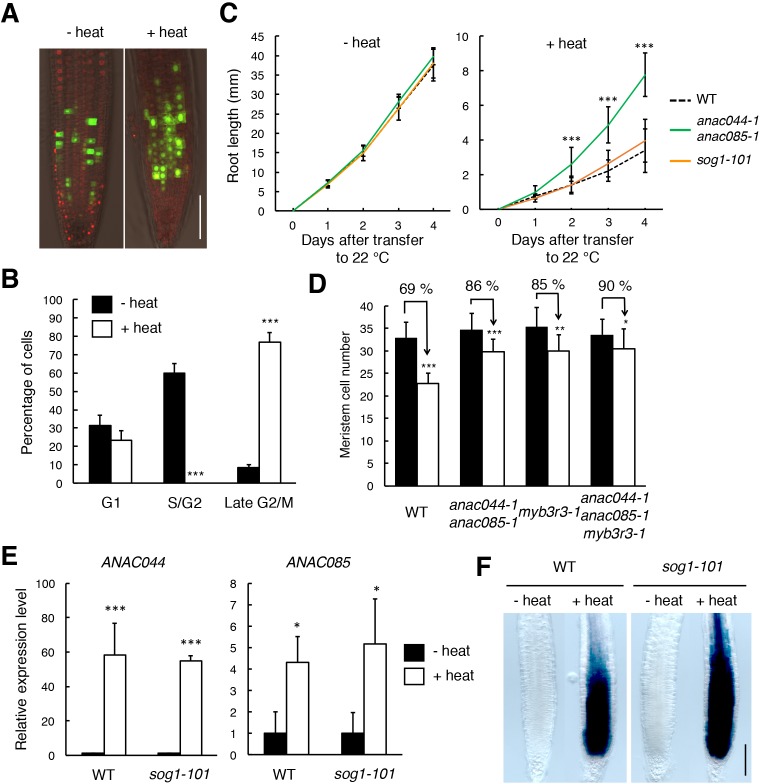
ANAC044 and ANAC085 are involved in the heat stress response in roots. (**A, B**) Heat stress-induced cell cycle arrest in the root tip. Five-day-old seedlings carrying the cell cycle marker system Cytrap were incubated at 22°C (- heat) or 37°C (+heat) for 24 hr. Signals of *ProHTR2:CDT1a (C3)-RFP* (S/G2 marker; red) and *ProCYCB1;1:CYCB1;1-GFP* (late G2/M marker; green) were observed (**A**). Bar = 100 µm. Cells with RFP or GFP signals were estimated to be in S/G2 or late G2/M, respectively, and those with no fluorescence were counted as G1-phase cells (**B**). Data are presented as mean ± SD (n = 10). Significant differences from the control (22°C) were determined by Student’s *t*-test: ***, p<0.001. (**C**) Root growth of WT, *anac044-1 anac085-1* and *sog1-101* under heat stress. Five-day-old seedlings were incubated at 22°C (- heat) or 37°C (+heat) for 24 hr, and transferred to 22°C to measure root length every 24 hr. Data are presented as mean ± SD (n > 13). Significant differences from WT were determined by Student’s *t*-test: ***, p<0.001. (**D**) Cortical cell number in the root meristem after heat stress. Five-day-old seedlings of WT, *anac044-1 anac085-1*, *myb3r3-1* and *anac044-1 anac085-1 myb3r3-1* were incubated at 22°C (black bars) or 37°C (white bars) for 6 hr. Data are presented as mean ± SD (n > 15). Significant differences from the control (22°C) were determined by Student’s *t*-test: *, p<0.05; **, p<0.01; ***, p<0.001. (**E**) Transcript levels of *ANAC044* and *ANAC085* under heat stress. Five-day-old seedlings of WT and *sog1-101* were incubated at 22°C (- heat) or 37°C (+heat) for 24 hr, and total RNA was extracted. mRNA levels were normalized to that of *ACTIN2*, and are indicated as relative values, with that for the control (22°C) set to 1. Data are presented as mean ± SD (n = 3). Significant differences from the control (22°C) were determined by Student’s *t*-test: *, p<0.05, ***, p<0.001. (**F**) GUS staining of WT and *sog1-101* roots harbouring *ProANAC044:GUS*. Five-day-old seedlings were incubated at 22°C (- heat) or 37°C (+heat) for 24 hr, followed by GUS staining. Bar = 100 µm. 10.7554/eLife.43944.034Figure 8—source data 1.Source data.

**Figure 8—figure supplement 1.**
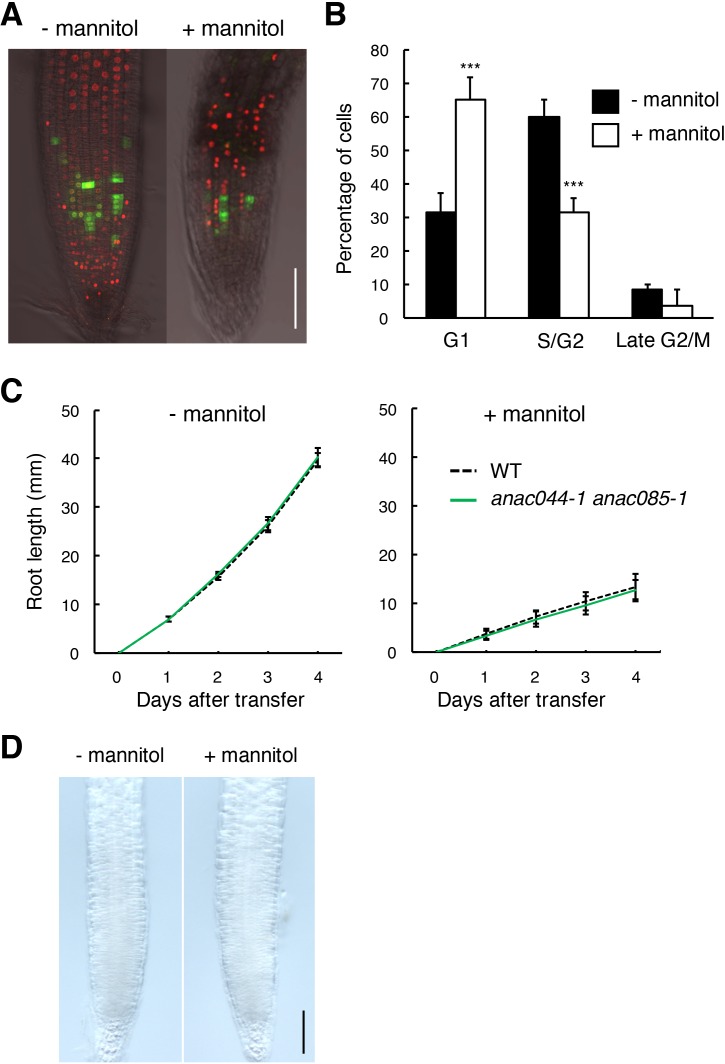
ANAC044 and ANAC085 are not involved in the osmotic stress response. (**A, B**) Omotic stress-induced cell cycle arrest in the root tip. Five-day-old seedlings carrying the cell cycle marker system Cytrap were transferred to medium supplemented with or without 400 mM mannitol, and grown for 24 hr. Signals of *ProHTR2:CDT1a (C3)-RFP* (S/G2 marker; red) and *ProCYCB1;1:CYCB1;1-GFP* (late G2/M marker; green) were observed (**A**). Bar = 100 µm. Cells with RFP or GFP signals were estimated to be in S/G2 or late G2/M, respectively, and those with no fluorescence were counted as G1-phase cells (**B**). Data are presented as mean ± SD (n = 10). Significant differences from the control without mannitol treatment were determined by Student’s *t*-test: ***, p<0.001. (**C**) Root growth of WT and *anac044-1 anac085-1* under osmotic stress. Five-day-old seedlings were transferred to medium supplemented with or without 400 mM mannitol, and root length was measured every 24 hr. Data are presented as mean ± SD (n > 15). (**D**) GUS staining of roots harbouring *ProANAC044:GUS*. Five-day-old seedlings were transferred to medium supplemented with or without 400 mM mannitol, and grown for 24 hr, followed by GUS staining. Bar = 100 µm. 10.7554/eLife.43944.032Figure 8—figure supplement 1—source data 1.Source data.

**Figure 8—figure supplement 2.**
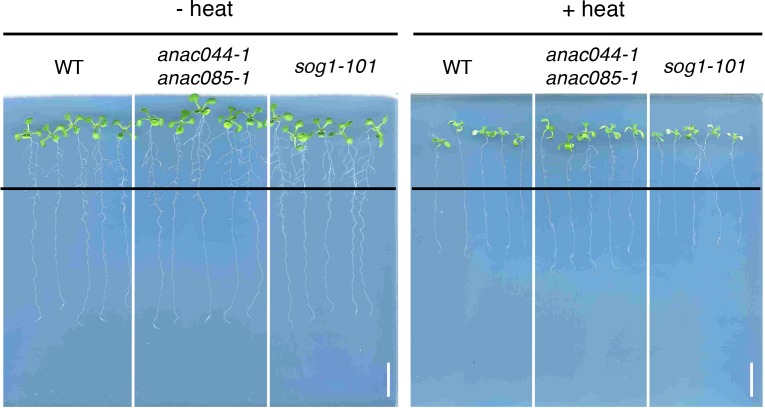
Root growth of *anac044-1 anac085-1* and *sog1-101* after heat stress. Five-day-old seedlings were incubated at 22°C (- heat) or 37°C (+heat) for 24 hr, and grown at 22°C for a further four days. Black lines indicate the positions of root tips when seedlings were incubated after 24 hr treatment at 22°C or 37°C. Bar = 1 cm.

The next question is whether ANAC044 and ANAC085 inhibit G2 phase progression by controlling protein accumulation of repressor-type MYB3Rs, as in the case of DNA stress. In the *ProMYB3R3:MYB3R3-GFP* reporter line, the GFP fluorescence was increased by incubation of seedlings at 37°C for 24 hr, but no such induction was observed in *anac044 anac085* (Figure 9A and B). This result was supported by immunoblotting (Figure 9C). The *MYB3R3* transcript level was elevated by heat treatment in both WT and *anac044 anac085* (Figure 9—figure supplement 1), indicating that transcriptional induction does not affect protein abundance; rather, protein-level regulation is crucial in controlling MYB3R3 accumulation. Measurement of root growth and counting the meristematic cell number showed that *myb3r3-1* and the *anac044 anac085 myb3r3-1* triple mutant exhibited the same tolerance to heat stress as *anac044 anac085* (Figure 8D; Figure 9D; Figure 9—figure supplement 2). These results suggest that ANAC044 and ANAC085 are required for MYB3R3 accumulation in response to heat stress, and that the ANAC044/085–MYB3R3/5 signalling pathway is a central module controlling G2 arrest in stress responses.

**Figure 9.**
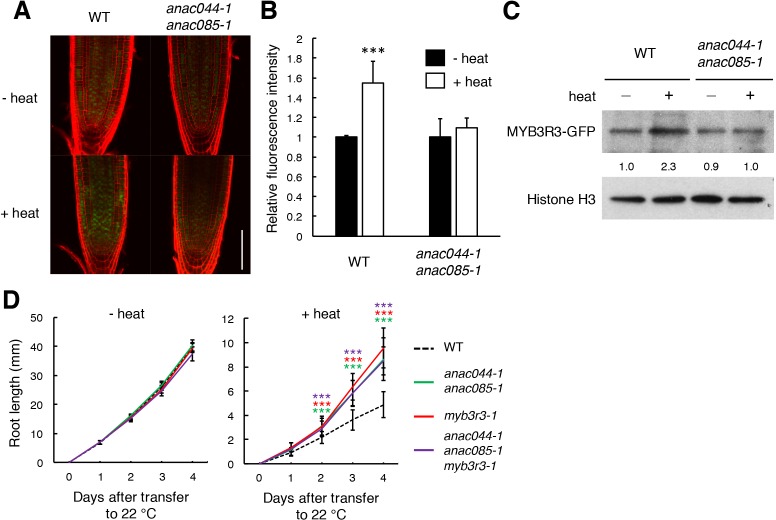
Heat stress induces ANAC044/085-mediated Rep-MYB accumulation in the root tip. (**A–C**) Rep-MYB accumulation under heat stress. Five-day-old seedlings of WT and *anac044-1 anac085-1* harbouring *ProMYB3R3:MYB3R3-GFP* were incubated at 22°C (- heat) or 37°C (+heat) for 12 hr. GFP fluorescence was observed after counterstaining with PI (**A**). Bar = 100 µm. Fluorescence intensities are indicated as relative values, with that of the control (22°C) set to 1 (**B**). Data are presented as mean ± SD (n > 5). Significant differences from the control (22°C) were determined by Student’s *t*-test: ***, p<0.001. Twenty micrograms of total protein were extracted from root tips and subjected to immunoblotting using antibodies against GFP or histone H3 (**C**). Relative levels of MYB3R3-GFP are expressed as fold change, normalized with respect to the corresponding band of histone H3. (**D**) Root growth of WT, *anac044-1 anac085-1*, *myb3r3-1* and *anac044-1 anac085-1 myb3r3-1* under heat stress. Five-day-old seedlings were incubated at 22°C (- heat) or 37°C (+heat) for 24 hr, and transferred to 22°C to measure root length every 24 hr. Data are presented as mean ± SD (n > 12). Significant differences from WT were determined by Student’s *t*-test: ***, p<0.001. 10.7554/eLife.43944.039Figure 9—source data 1.Source data. 10.7554/eLife.43944.040Figure 9—source data 2.Uncut blot.

**Figure 9—figure supplement 1.**
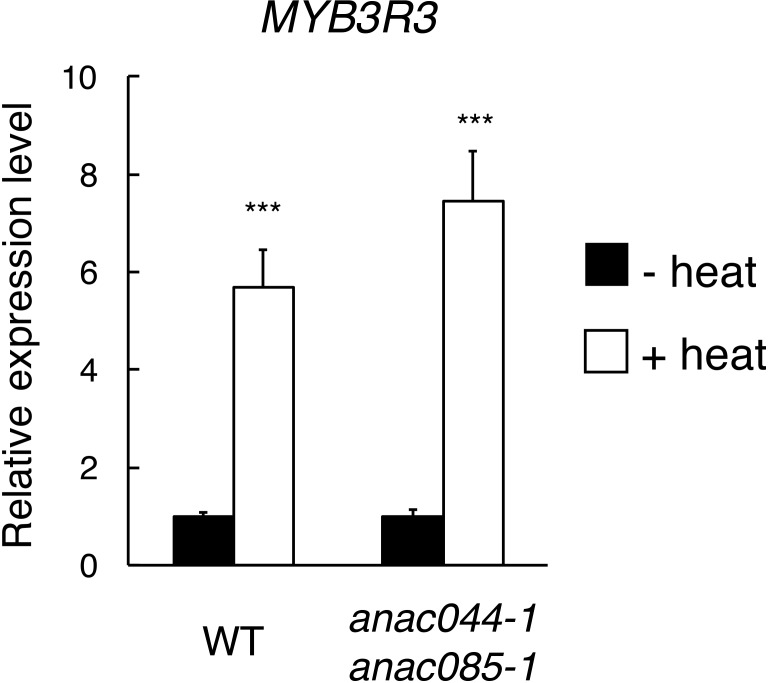
*MYB3R3* expression under heat stress. Five-day-old seedlings of WT and *anac044-1 anac085-1* were incubated at 22°C (- heat) or 37°C (+heat) for 24 hr, and total RNA was extracted for qRT-PCR. mRNA levels were normalized to that of *ACTIN2*, and are indicated as relative values, with that for the control (22°C) set to 1. Data are presented as mean ± SD (n = 3). Significant differences from the control (22°C) were determined by Student’s *t*-test: ***, p<0.001. 10.7554/eLife.43944.037Figure 9—figure supplement 1—source data 1.Source data.

**Figure 9—figure supplement 2.**
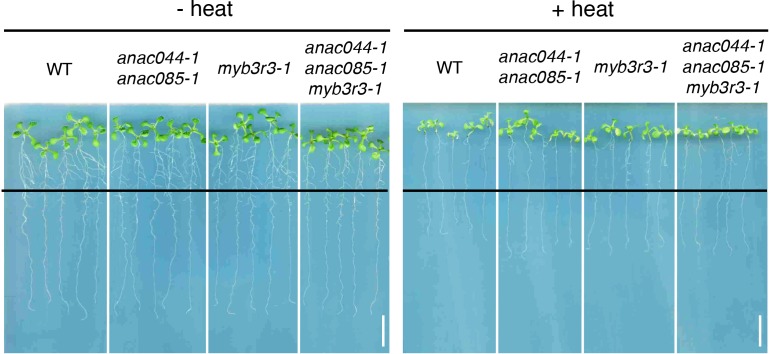
Root growth of *anac044-1 anac085-1*, *myb3r3-1* and *anac044-1 anac085-1 myb3r3-1* after heat stress. Five-day-old seedlings were incubated at 22°C (- heat) or 37°C (+heat) for 24 hr, and grown at 22°C for a further four days. Black lines indicate the positions of root tips when seedlings were incubated after 24 hr treatment at 22°C or 37°C. Bar = 1 cm.

## Discussion

In this study, we revealed that DNA damage-activated SOG1 causes cell cycle arrest through two other NAC-type transcription factors, ANAC044 and ANAC085, which promote the accumulation of Rep-MYB proteins and suppress G2/M-specific genes, thereby inducing G2 arrest. We also tested heat and osmotic stresses that retard cell cycle progression in G2 and G1 phases, respectively. Although the *anac044 anac085* mutant was as sensitive as WT to osmotic stress, it was tolerant to heat stress and defective in heat-induced accumulation of Rep-MYB. These data suggest that ANAC044 and ANAC085 play a crucial role in controlling cell cycle arrest at G2, but not at the other phases, in response to stresses (Figure 10). Deployment of the ANAC044/085-mediated signalling module indicates that although eukaryotic cells commit to enter a new cell cycle during G1 (Bertoli et al., 2013), plants have an additional critical point at G2 for deciding whether or not cells resume proliferation after escaping from stress. Indeed, DNA damage enhances the onset of endoreplication by inhibiting G2/M progression, thereby prohibiting resumption of the mitotic cell division (Adachi et al., 2011). The deployment of such a module controlling G2 progression may be specific to plants, in which the induction of endoreplication is a sensible strategy to avoid cell death and enable continuous growth under stressful conditions (Adachi et al., 2011; De Veylder et al., 2011; Radziejwoski et al., 2011). Since ANAC044 and ANAC085 are also involved in DNA damage-induced stem cell death (Figure 3A), G2 arrest may be prerequisite for choosing between life and death of mitotic cells as well. Further studies will reveal how the ANAC044/085-mediated pathway is associated with the onset of endoreplication and cell death in response to stresses.

**Figure 10.**
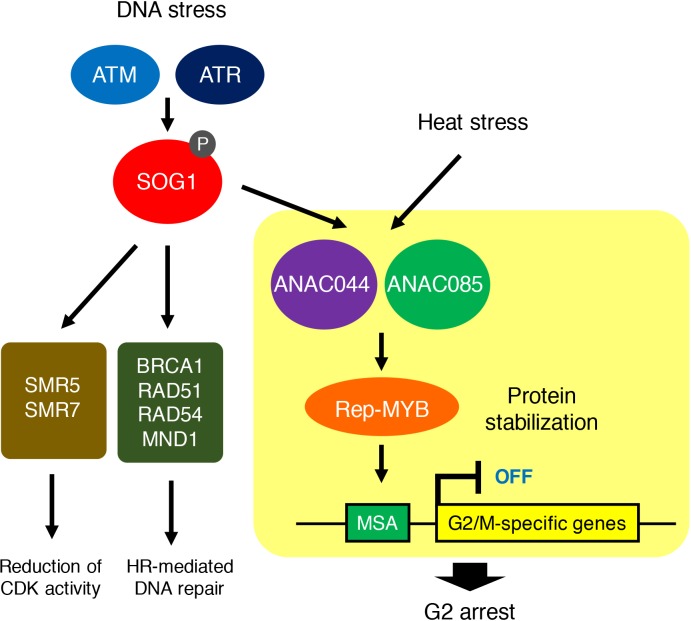
ANAC044/ANAC085-mediated pathway involved in stress-induced G2 arrest. Both DNA damage and heat stress induce *ANAC044* and *ANAC085*, which then promote Rep-MYB accumulation and repress a set of G2/M-specific genes, thereby leading to G2 arrest.

**Figure 10—figure supplement 1.**
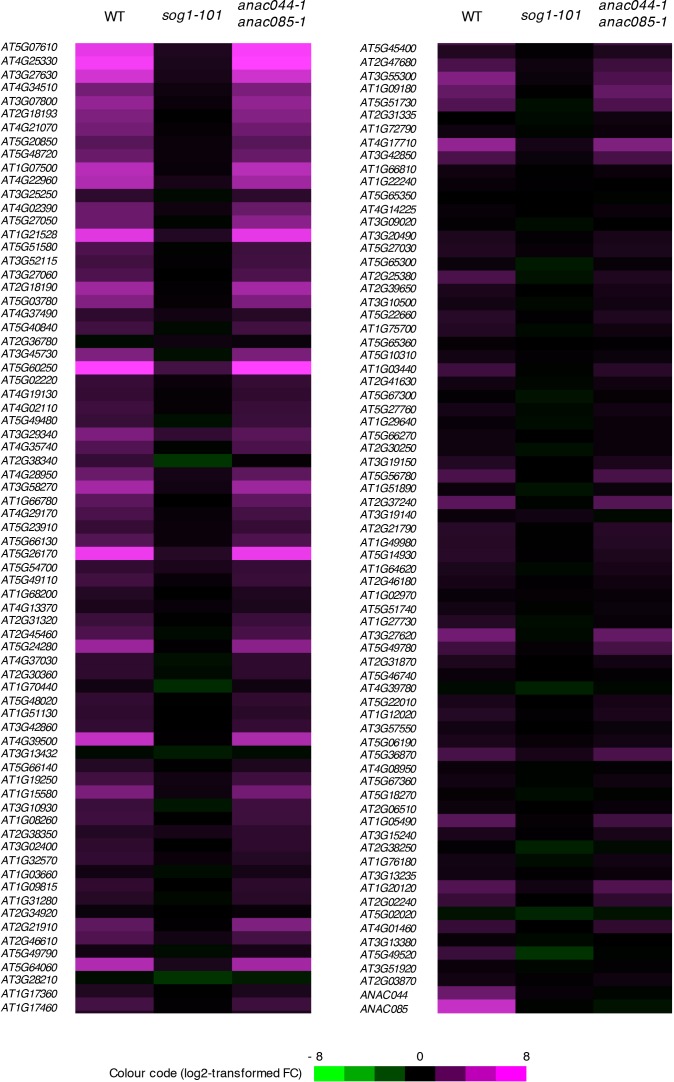
Expression of SOG1 target genes in *anac044 anac085*. Five-day-old seedlings of WT, *sog1-101* and *anac044-1 anac085-1* were treated with or without 0.6 µg/ml bleomycin for 10 hr, and subjected to microarray analysis. Purple and green colours indicate up- and down-regulation, respectively, of 146 SOG1 target genes by bleomycin treatment.

**Figure 10—figure supplement 2.**
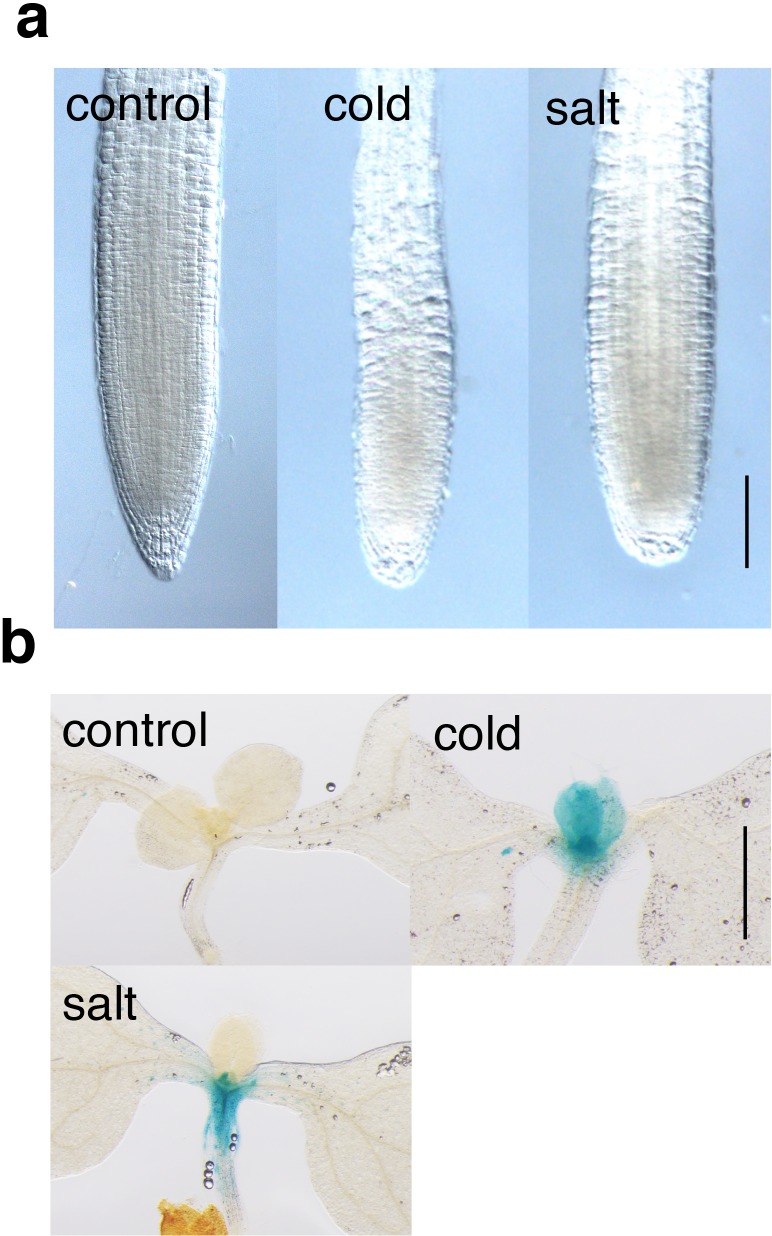
*ANAC044* expression under cold and salt stresses. Five-day-old seedlings harbouring *ProANAC044:GUS* were incubated at 4°C (cold) or grown in medium containing 200 mM NaCl (salt) for 24 hr. After GUS staining, root tips (**A**) and shoot apices (**B**) were observed. Bars = 100 µm.

Bourbousse et al. (2018) conducted transcriptomic analyses over a 24 hr time course after gamma irradiation and revealed that Rep-MYBs play a major role in repressing cell cycle-related genes in response to DSBs. We previously reported that Rep-MYBs are actively degraded through the ubiquitin-proteasome pathway, and that this degradation is triggered by CDK phosphorylation (Chen et al., 2017). Under normal growth conditions, higher CDK activity enhances Rep-MYB degradation and maintains the expression of G2/M-specific genes; under DNA damage conditions, CDK activity is reduced by the induction and repression, respectively, of genes for CDK inhibitors and Act-MYB, resulting in stabilization of Rep-MYBs and suppression of G2/M-specific genes (Chen et al., 2017). In the *anac044 anac085* mutant, DNA damage up- and down-regulates the expression of CDK inhibitors (*SMR5* and *SMR7*) and *MYB3R4*, respectively, to the same extent as in WT (Figure 6—figure supplement 1), suggesting that the initial reduction of CDK activities occurs normally. This idea is supported by the fact that transcript levels of G2/M-specific genes, which are induced by MYB3R4 (Haga et al., 2011), decreased by 12 hr after bleomycin treatment as observed in WT (Figure 6A). However, in *anac044 anac085*, further reduction in G2/M-specific gene expression after 12 hr was suppressed (Figure 6A), indicating that ANAC044 and ANAC085 stabilize Rep-MYBs at a later stage of the DDR by controlling factors other than CDK activity. One possibility is that ANAC044 and ANAC085 inhibit the expression, accumulation or activity of the degradation machinery for Rep-MYBs. Chen et al. (2017) and Kobayashi et al. (2015) reported that under normal growth conditions, MYB3R3 protein preferentially accumulates around early S phase, and that Rep-MYBs repress transcription of target genes along the cell cycle except for G2/M. Therefore, it is likely that ubiquitin E3 ligases such as SCF (Skp-Cullin1-F-box) mark Rep-MYBs by polyubiquitination for proteolysis during the cell cycle. A previous study showed that transcript levels of several F-box genes were reduced by gamma-irradiation (Culligan et al., 2006); therefore, such factors related to ubiquitin-mediated proteolysis may be under the control of ANAC044 and ANAC085, thereby regulating the protein stability of Rep-MYBs under DNA damage conditions.

We revealed that ANAC044 and ANAC085 are not required for induction of DNA repair-related genes, and that the frequency of HR was dramatically reduced in *sog1-101*, but not in *anac044 anac085* (Figure 4). This indicates that ANAC044 and ANAC085 are engaged in inhibiting cell division, whereas SOG1 is involved in DNA repair as well as cell cycle regulation (Ogita et al., 2018). Johnson et al. (2018) reported that when the *sog1* mutant is exposed to an acute dose of ionizing radiation, SOG1-independent cell death occurs in the root meristem, and root organization is severely impaired. We also observed a similar phenotype by transient treatment with bleomycin. It is noteworthy that unlike *sog1*, *anac044 anac085* displayed proper arrangement of root cells after recovery from bleomycin treatment (Figure 3C). Therefore, although stem cell death is suppressed in both *sog1* and *anac044 anac085*, stem cells in *sog1*, but not *anac044 anac085*, may seriously suffer from DNA damage, thus failing to undergo mitotic cell division and to maintain root organization. It is likely that defects in activation of DNA repair make stem cells hypersensitive to DNA damage in the *sog1* mutant. On the other hand, the phenotype of *anac044 anac085* suggests that SOG1-mediated activation of DNA repair is sufficient to preserve stem cells, whereas stem cell death and regeneration of new stem cells are probably also important to preserve genome integrity in stem cells.

In *Arabidopsis*, SOG1 is phosphorylated by ATM and ATR; ATM phosphorylates five serine-glutamine (SQ) motifs in the C-terminal region of SOG1 upon exposure to DSBs (Yoshiyama et al., 2013; Sjogren et al., 2015; Yoshiyama et al., 2017). Such phosphorylation is essential for SOG1’s ability to bind to target promoters (Ogita et al., 2018). In contrast, ANAC044 and ANAC085 lack SQ motifs, raising the possibility that they do not require phosphorylation of the SQ motif for their transcriptional function. Their involvement in cell cycle arrest in response to heat stress also indicates that ATM/ATR-mediated phosphorylation is not necessary for activation. Nonetheless, we found that *ANAC044* overexpression by itself could not induce cell cycle arrest, and that DNA damage signals are required for ANAC044 function (Figure 7). This suggests that ANAC044/085 are phosphorylated by other kinase(s) or subjected to other modifications that are responsive to stresses. The DNA damage sensitivity of the *anac044 anac085* double mutant was indistinguishable from that of the single mutants, implying that ANAC044 and ANAC085 work together in DDRs. Several NAC transcription factors are known to form homo- or heterodimers (Mitsuda et al., 2004; Yamaguchi et al., 2008; Gladman et al., 2016), suggesting the possibility that ANAC044 and ANAC085 form dimers to act on target genes. This hypothesis is supported by our obsevation that *ANAC044* overexpression further retarded G2 progression only in the presence of bleomycin, which induces *ANAC085*. On the other hand, it is unlikely that ANAC044 and ANAC085 form heterodimers with SOG1 to control the SOG1 target genes, because transcript levels of SOG1 target genes were elevated by bleomycin treatment in *anac044 anac085*, as they were in WT (Figure 10—figure supplement 1). However, it remains possible that ANAC044/085 interact with other NAC transcription factors including SOG1, which are induced and/or activated by DNA damage, and control the expression of their target genes.

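The heat map of Figure 10—figure supplement 1 lists 146 SOG1 target genes, of which 140 were tested on the arrays. The names were read from the picture, and the list was therefore summarised without a test of the set. In WT the median log2 fold change after bleomycin was 1.56, with a standard deviation of 0.026 between the medians of the 2 bleomycin arrays, and the quartiles were 0.63 and 2.74. In *anac044-1 anac085-1* the median was 1.50 (standard deviation 0.0097) and the quartiles 0.59 and 2.53. In *sog1-101* the median was 0.13 (standard deviation 0.068) and the quartiles -0.17 and 0.33. Subtracting a modelled local background from the raw signal, the alternative that moved the medians of WT and the double mutant most, gave 1.08 and 1.05. The median in *sog1-101* was 0.067 without its bleomycin replicate 2 and 0.061 without a shift between arrays, which was tried after the data had been seen. Setting genes below background in 1 group to their bound gave medians of 1.52, 1.41 and 0.12, with 15, 14 and 2 genes at a bound and with 1, 1 and 16 genes left out because they were below background in both groups. Bleomycin raised 126 of the 140 genes in WT and 118 in the double mutant by the adjusted p of each gene, and lowered 1 in each. In *sog1-101* it raised 23 and lowered 17. The log2 fold change in the double mutant lay within 0.5 of that in WT for 125 genes. The responses of the double mutant and WT differed for 2 genes, which were *ANAC044* (difference -3.41, adjusted p = 0.0119) and *ANAC085* (difference -6.60, adjusted p = 2.2e-05, a fitted value and no bound, since *ANAC085* was below background in mock-treated WT). The *ANAC044* difference was not called without WT mock replicate 1 or 2, WT bleomycin replicate 2, or either bleomycin replicate of the double mutant (adjusted p from 0.0508 to 0.0862). Between *sog1-101* and WT, 112 responses differed. Without *ANAC044* and *ANAC085*, the median difference between the double mutant and WT was -0.0037 over 138 genes, of which 67 lay above 0. The differences ran from -1.87 (*WRKY48*) to 1.12 (*CYP96A5*), and none was called. *WRKY48* had a log2 fold change of 1.84 in WT and -0.04 in the double mutant. Over all loci, each of the 18 called differences was at least 1 on the log2 scale. The lack of a call therefore does not show that a single gene responded equally. *SMR5* (AT1G07500) and *SMR7* had log2 fold changes of 5.73 and 6.58 in WT and of 5.89 and 6.56 in the double mutant. AT5G60250, which had the largest fitted rise of the list in WT and in the double mutant, was below background in both mock groups and rose at least 233-fold and at least 267-fold.

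**Figure D2:**
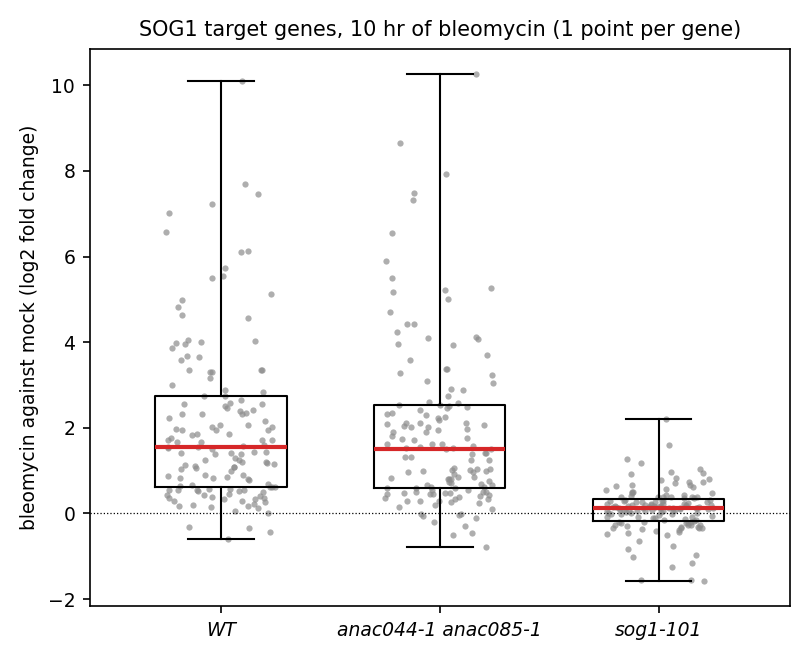
Log2 fold change after bleomycin of the 140 SOG1 target genes in each genotype, 1 point per gene, with boxes from the lower to the upper quartile, whiskers over the whole range and a red line at the median. The medians lie at 1.56 in WT, 1.50 in *anac044-1 anac085-1* and 0.13 in *sog1-101*.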

Here we identified a core signalling module that controls G2 arrest in response to stresses. The promoter region of *ANAC085*, but not *ANAC044*, contains several consensus motifs of the heat shock element, which is recognized by heat shock transcription factors (Guo et al., 2008). Moreover, our preliminary results show that *ANAC044* is also up-regulated by cold and salt stresses (Figure 10—figure supplement 2). Therefore, we propose that ANAC044 and ANAC085 are induced by distinct stress factors, thereby functioning as a hub in transmitting environmental signals to the cell cycle machinery. Kobayashi et al. (2015) reported that *Arabidopsis* Rep-MYBs form a protein complex with retinoblastoma-related protein and the E2F transcription factor E2FC, thereby existing as a component of the DREAM/dREAM-like complex, which has been characterized in vertebrates and *Drosophila* (Georlette et al., 2007; Sadasivam and DeCaprio, 2013). It is therefore likely that the ANAC044/ANAC085-mediated pathway also controls other subunits of the DREAM complex, thereby differentially controlling downstream genes in response to various stresses. Further studies will reveal whether vertebrate DREAM complexes are also involved in the transition from the mitotic to the quiescent state upon exposure to stresses, and how their activity is regulated to cope with distinct stresses.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Arabidopsis thaliana*)	*anac044-1*	ABRC stock center	SAIL_1286D02	homozygous mutant plant line
Genetic reagent (*Arabidopsis thaliana*)	*anac044-2*	ABRC stock center	GABI_968B05	homozygous mutant plant line
Genetic reagent (*Arabidopsis thaliana*)	*anac085-1*	ABRC stock center	GABI_894G04	homozygous mutant plant line
Genetic reagent (*Arabidopsis thaliana*)	*anac085-2*	ABRC stock center	SALK_208662	homozygous mutant plant line
Genetic reagent (*Arabidopsis thaliana*)	*anac044-1 anac085-1*	this paper stock center		homozygous mutant plant line
Genetic reagent (*Arabidopsis thaliana*)	*anac044-1* *anac085-1 sog1-101*	this paper stock center		homozygous mutant plant line
Genetic reagent (*Arabidopsis thaliana*)	*sog1-101*	Ogita et al., 2018		homozygous mutant plant line
Genetic reagent (*Arabidopsis thaliana*)	*ProMYB3R3:MYB3R3-GFP*	Chen et al., 2017		transgenic plant line
Genetic reagent (*Arabidopsis thaliana*)	*35S:ANAC044-GR*	this paper		transgenic plant line
Genetic reagent (*Arabidopsis thaliana*)	*Cytrap*	Yin et al., 2014		transgenic plant line
Genetic reagent (*Arabidopsis thaliana*)	*myb3r3-1*	Kobayashi et al., 2015		homozygous mutant plant line
Genetic reagent (*Arabidopsis thaliana*)	*anac044-1* *anac085-1 myb3r3-1*	this paper		homozygous mutant plant line
Genetic reagent (*Arabidopsis thaliana*)	*ProANAC044:GUS*	this paper		transgenic plant line
Genetic reagent (*Arabidopsis thaliana*)	*ProSOG1:SOG1-Myc*	Yoshiyama et al., 2009		transgenic plant line
Antibody	rabbit polyclonal αGFP	Thermo Fisher Scientific	A-6455	1:3000 for immunoblotting
Antibody	rabbit polyclonal αHistone H3	Abcam	ab1791	1:2000 for immunoblotting
Antibody	Monoclonal antibody	Millipore	clone 4A6	1:500 for chromatin immunoprecipitation

### Plant materials and growth conditions

*Arabidopsis thaliana* (ecotype Col-0) was used in this study. *sog1-101* (Ogita et al., 2018), *ProSOG1:SOG1-Myc* (Yoshiyama et al., 2013), *myb3r3-1* (Chen et al., 2017), *ProMYB3R3:MYB3R3-GFP* (Chen et al., 2017) and the cell cycle marker system Cytrap (Yin et al., 2014) were described previously. *anac044-1* (SAIL_1286D02), *anac044-2* (GABI_968B05), *anac085-1* (GABI_894G04) and *anac085-2* (SALK_208662) were obtained from the Arabidopsis Biological Resource Center. To generate *ProANAC044:GUS* and *ProANAC085:GUS*, the 1.5 kb promoters of *ANAC044* and *ANAC085* were PCR-amplified from genomic DNA and cloned into the Gateway entry vector pDONR221 by BP reaction according to the manufacturer’s instructions (Thermo Fisher Scientific). Primer sequences used for PCR are listed in Supplementary file 1. An LR reaction was performed with the destination vector pGWB3 (Nakagawa et al., 2007) to generate a binary vector carrying the fusion construct with *GUS*. The construct was transferred into the *Agrobacterium tumefaciens* GV3101 strain harbouring the plasmid pMP90 (Koncz and Schell, 1986), and the obtained strain was used to generate stably transformed *Arabidopsis* by the floral dip transformation method (Clough and Bent, 1998). Plants were grown in Murashige and Skoog (MS) medium under continuous light conditions. For root growth analysis, five-day-old seedlings grown on MS plates were transferred to MS medium containing mannitol or the following DNA-damaging agents: bleomycin (Wako), MMS (Wako), MMC (Nacalai Tesque) or HU (Nacalai Tesque). Seedlings were grown vertically, and the position of root tips was marked every 24 hr. Root growth was measured using ImageJ software by calculating the distance between successive marks along the root axis.

### Quantitative RT-PCR

Total RNA was extracted from *Arabidopsis* roots with a Plant Total RNA Mini Kit (Favorgen). First-strand cDNAs were prepared from total RNA using ReverTra Ace (Toyobo) according to the manufacturer’s instructions. Quantitative RT-PCR was performed with a THUNDERBIRD SYBR qPCR Mix (Toyobo) with 100 nM primers and 0.1 µg of first-strand cDNA. PCR reactions were conducted with the Light Cycler 480 Real-Time PCR System (Roche) under the following conditions: 95°C for 5 min; 60 cycles at 95°C for 10 s, 60°C for 20 s and 72°C for 30 s. Primer sequences are listed in Supplementary file 1.

### GUS assay

Seedlings were incubated in GUS staining solution [100 mM sodium phosphate, 1 mg/ml 5-bromo-4-chloro-3-indolyl ß-D-glucuronide, 0.5 mM ferricyanide and 0.5 mM ferrocyanide (pH 7.4)] at 37°C in the dark. The samples were cleared with a transparent solution [chloral hydrate, glycerol and water (8 g: 1 ml: 1 ml)] and observed under a light microscope, Axioskop 2 Plus (Zeiss) or SZX16 (Olympus).

### Chromatin immunoprecipitation

ChIP was performed as described previously (Gendrel et al., 2005). *pSOG1:SOG1-MYC* seeds were germinated in 100 ml of liquid MS medium, and cultured under continuous light at 23°C with gentle shaking (50 rpm). After a 2 week culture period, bleomycin was added to the medium to a final concentration of 0.6 µg/ml, and the seedlings were cultured for 12 hr. Chromatin bound to the SOG1-Myc fusion protein was precipitated with anti-Myc antibody (Millipore). ChIP-qPCR was performed using immunoprecipitated DNA. Three independent ChIP experiments were conducted. To quantify the precipitated chromatin, gene-specific primers listed in Supplementary file 1 were used for real-time qPCR. PCR reactions were conducted with the Light Cycler 480 Real-Time PCR System (Roche) under the following conditions: 95°C for 5 min; 60 cycles at 95°C for 10 s, 60°C for 20 s and 72°C for 30 s.

### Microarray

Microarray analysis was carried out as described previously (Ogita et al., 2018). Five-day-old seedlings grown on MS plates were transferred onto MS medium containing 0.6 µm/ml bleomycin and grown for 10 hr. Total RNA was extracted from root tips with a Plant Total RNA Mini Kit (Favorgen). Cyanine-3 (Cy3)-labelled cDNA obtained from total RNA was hybridized to an Agilent-034592 Arabidopsis Custom Microarray. Slide scanning was performed using the Agilent DNA Microarray Scanner (G2539A ver. C).

### GUS recombination assay

The *GUS* direct-repeat recombination reporter line #1406 (Gherbi et al., 2001) was crossed with *anac044-1 anac085-1* and *sog1-101*. Plants homozygous for the reporter and the alleles of *anac044-1 anac085-1* or *sog1-101* were grown for two weeks, and irradiated with gamma rays (50 Gy). After a three-day cultivation, GUS staining was performed, and the number of blue spots was counted on leaves.

### Pulse labelling with EdU

Five-day-old seedlings were grown on MS plates supplemented with or without 0.6 µg/ml bleomycin for 12 hr. Seedlings were then transferred to liquid MS medium with or without bleomycin and with 20 µM EdU, followed by a 15 min incubation. After washing with MS medium, seedlings were transferred again to MS medium supplemented with or without bleomycin. EdU staining was conducted with a Click-iT Plus EdU Alexa Fluor 488 Imaging Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions, and nuclei were stained with DAPI.

### Immunoblotting

Total protein extracted from root tips was separated by 10% sodium dodecyl sulphate-polyacrylamide gel electrophoresis and blotted onto a polyvinylidene difluoride membrane (Millipore). Immunoblotting was conducted with anti-GFP antibody (A-6455, Thermo Fisher Scientific) or anti-histone H3 antibody (ab1791, Abcam) at a dilution of 1:3000 or 1:2000, respectively. Clarity Western ECL Substrate (Bio-Rad Laboratories) was used for detection.

## Data Availability

Microarray data have been deposited in GEO under accession codes GSE123315. The following dataset was generated: OgitaNTakahashiNTanakaM2018Transcriptomic analysis of Arabidopsis anac044 anac085 and sog1 mutant under DNA damage condition.NCBI Gene Expression OmnibusGSE123315

# Supplementary material for: A regulatory module controlling stress-induced cell cycle arrest in Arabidopsis
**Source:** eLife. 2019 Apr 4;8:e43944. doi: 10.7554/eLife.43944
**Supplement:** Figure 9—source data 2.

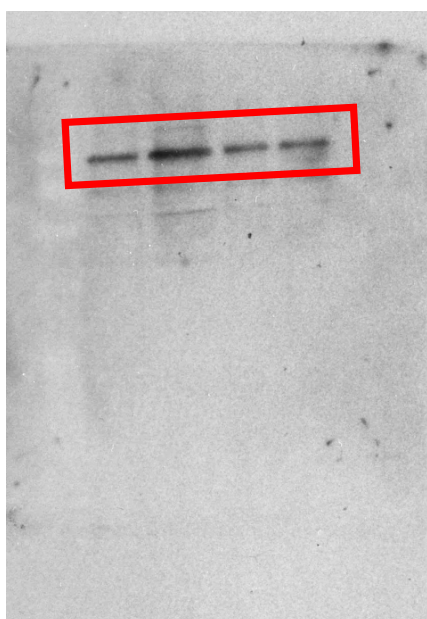

MYB3R3-GFP

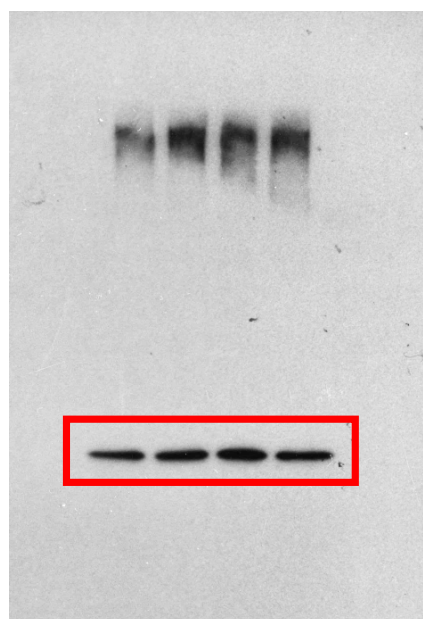

Histone H3

**Figure 9-source data 2.** Uncut blots.

The red sections mark blot results shown in Figure 9C.

# Supplementary material for: A regulatory module controlling stress-induced cell cycle arrest in Arabidopsis
**Source:** eLife. 2019 Apr 4;8:e43944. doi: 10.7554/eLife.43944
**Supplement:** Supplementary file 1.

**Supplementary File 1. Primers used for cloning, qRT-PCR, ChIP-qPCR and semi-quantitative RT-PCR**

**Cloning**

| *ANAC044*  promoter | 5’-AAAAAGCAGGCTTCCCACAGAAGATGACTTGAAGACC-3’  5’-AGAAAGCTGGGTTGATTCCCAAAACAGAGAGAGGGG-3’ |
| --- | --- |
| *ANAC085*  promoter | 5’-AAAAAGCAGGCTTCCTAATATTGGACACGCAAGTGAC-3’  5’-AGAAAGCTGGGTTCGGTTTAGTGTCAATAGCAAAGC-3’ |

**qRT-PCR**

| *ACTIN2* | 5’-CTGGATCGGTGGTTCCATTC-3’  5’-CCTGGACCTGCCTCATCATAC-3’ |
| --- | --- |
| *ANAC044* | 5’-GAGCGCTAGAAAGGGAACGA-3’  5’-CCCCGGAACTACTCTCACCTTC-3’ |
| *ANAC085* | 5’-AGCACACCGAAAACTAGTAC-3’  5’-CTTCAATAACACTCACATTCCC-3’ |
| *KN* | 5’-CTAATCAGAAGAGTGAAAAAGATG-3’  5’-TTCGTAGAAGCCATCTCAAGATC-3’ |
| *CYCB1;2* | 5’-ATTACGACACCTTGACGTTCTGTC-3’  5’-TTTGAGCAGTCCATAATCTCAGAC-3’ |
| *EHD2* | 5’-CCTGAACACACCAGAGGTCG-3’  5’-CGTTTATGGGTTTGTCATTG-3’ |
| *PLE* | 5’-CCAAGCTCCCAGGTATGGTTGAAG-3’  5’-CTGAGTATGTTATACTCCTCAAGC-3’ |
| *SMR5* | 5’-TTGCCGGATACCAGCATAC-3’  5’-GCGGCTGAAAATATCCCTTC-3’ |
| *SMR7* | 5’-CCCACCGGTGTTGAAATG-3’  5’-CGTTGTATAAACACCAACTCGAA-3’ |
| *MYB3R3* | 5’-TAAGGTCTTACCCGGCAGGACTGAT-3’  5’-CTGATGAGGTTTGAGCAACTGAACC-3’ |
| *MYB3R4* | 5’-AATCGCTTGAGAAAGTAGACC-3’  5’-AGTAGACAGGACTGGCTTACCG-3’ |

**ChIP-qPCR**

| *Mul* | 5’-GATTTACAAGGAATCTGTTGGTGGT-3’  5’-CATAACATAGGTTTAGAGCATCTGC-3’ |
| --- | --- |
| *ANAC044* | 5’-CTCGAAGCTTAGGGTCGGAA-3’  5’-TGGAGTGAACGCGTGAAGAC-3’ |
| *ANAC085* | 5’-ACGTTAGCCAGTTGTGTTCTTG-3’  5’-ACGTGTGTGTTGATGAGCGG-3’ |

**Semi-quantitative RT-PCR**

| *ACTIN2* | 5’-CTGGATCGGTGGTTCCATTC-3’  5’-CCTGGACCTGCCTCATCATAC-3’ |
| --- | --- |
| *ANAC044* | 5’-GAGCGCTAGAAAGGGAACGA-3’  5’-GCTTCCATGCTTTCGTCGC-3’ |
| *ANAC085* | 5’-AGCTAAGTGTGGTATTGATGGC-3’  5’-CTTCAATAACACTCACATTCCC-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

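Gene expression was measured in WT and in the mutants *sog1-101* and *anac044-1 anac085-1* after 10 hr with or without bleomycin, on 12 Agilent arrays with 2 replicates for each of 6 groups. The authors scanned the slides and extracted the signal of each spot with Feature Extraction 10.7.3.1. Spatial detrending, which subtracts a fitted background surface, and multiplicative detrending were on, and local background subtraction was off. The authors deposited the processed signal of each array, an intensity on the linear scale, and a table of all arrays. That table was checked against the processed signal and is equal to it in all 54778 rows of all arrays, so that the authors' table holds an intensity without normalization between arrays. The mean signal of the spots and the median signal of their local background, also deposited by the authors, are raw intensity values and were used for 1 alternative only. The paper's text names no normalization and no test for the microarray data and refers to an earlier publication for the analysis.

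The processed signal was log2-transformed, and the 75th percentile of the non-control spots was subtracted from each array and the mean of these percentiles over arrays added back. Spots that the software marked as outliers, between 14 and 61 per array, were dropped, and the spots of a probe were averaged. The arrays hold 52586 probes, of which 97 are printed in 10 spots each. Of the probes, 32892 carry a locus identifier and stand for 32788 loci. A locus was represented by its probe with the highest mean over all arrays, which mattered for 104 loci with more than 1 probe. Loci whose probe was well above background on both arrays of at least 1 group were kept (21844), and 167 of them have a probe sequence that is also printed for another probe. Locus identifiers were joined to names through an annotation of the TAIR10.1 assembly, in which 32323 of them (98.6%) were found. The array's own header names an older build, and no reference coordinates are given for this reason. The annotation was used for names and neighbouring loci.

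The log2 values were fitted with limma 3.58.1 in R 4.3.3, with data.table 1.17.8 for reading, in 1 model with a mean for each of the 6 groups (6 residual degrees of freedom, prior degrees of freedom 1.92). The comparisons were the response to bleomycin in each genotype, the difference of this response between each mutant and WT, and the mock level of each mutant against WT. P-values were moderated by eBayes, are two-sided and were adjusted by Benjamini-Hochberg over all loci kept, with a threshold of 0.05. The threshold, the comparisons, the rule for named genes and the alternatives were written down before the data were examined, apart from 2 alternatives that the closing section marks. With 2 arrays per group, regrouping the samples cannot reach a small p, and no regrouping test was run. The number of arrays limits the precision. Where all arrays of 1 group were below background, a fold change is given as "at least", computed against the lowest value that the software called well above background on each of those arrays, and fitted values of such genes are no bound. The procedure was tested on simulated data in which 200 of 21821 loci were changed by a log2 value of 1. For the WT response it recovered 173 of them (86.5%) with 4 false calls (2.26%), and for the difference between *anac044-1 anac085-1* and WT 150 (75.0%) with 7 false calls (4.46%). The simulated noise was independent between loci and arrays. On the real arrays, residuals of different groups had correlations across loci from -0.345 to 0.322, and the called changes in WT had a median size of 0.45. These rates therefore do not carry over to the real data.

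Gene sets were tested with limma's camera (inter-gene correlation 0.01), with fry and camera with an estimated correlation beside it. One was a set of 21 G2/M genes, and the other 31 loci whose symbol or synonym in the annotation contains F-box. P-values were adjusted over these sets and 5 comparisons. Lists of genes that rise or fall under copper shortage and that rise under iron shortage were written from general knowledge after metal-related genes had been seen among the responses in *sog1-101* and before the lists were tested. The genes of Figure 4A and of Figure 10—figure supplement 1 were read from the pictures, so that their lists were summarised and counted gene by gene without a test of the set. Names of Figure 4A that could not be matched to a locus were left out.

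The genes named in the text are every gene the paper's text names that the arrays measure, the genes of Figure 4A, the 5 loci with the largest rise and the 5 with the largest fall in WT among the called loci whose bleomycin arrays all lie beyond their mock arrays, the 5 loci with the smallest adjusted p in the difference between *anac044-1 anac085-1* and WT, and the 5 with the smallest adjusted p in the *sog1-101* response. Loci named outside this rule are marked as chosen after their values were seen. The alternatives were quantile normalization, normexp background correction of the mean signal (offset 50), the authors' table of all arrays, no filter on dim probes, only probes well above background on all arrays, the mean of a locus' probes, each probe on its own, a minimum log2 fold change of 1, the replicate number as a block, only the arrays of the compared genotypes, a mean-variance trend in eBayes, only slide 1, and each array left out in turn.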

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

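Of the tests below, those on the rows of the slide for all loci, on the dose, on failed probes, on scaling and on the share of other RNA in a *sog1-101* sample were chosen after the results had been seen, while those on the metal-related genes were written down before their values were looked at.

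The response to bleomycin differed between *sog1-101* and WT at 1370 loci by limma's test of the difference itself. Among the genes named in the text, the difference was -3.39 for *BRCA1*, -2.36 for *RAD51A*, -1.0 for *RAD51B*, -2.01 for *MND1*, -1.32 for *RPA1E*, -2.97 for *ANAC044*, -5.36 for *SMR5*, -5.74 for *SMR7* and -0.83 for *CYCB1;1*. Of these, the *RAD51B* difference is less firm. It was not called without any one WT array other than mock replicate 1, or any one *sog1-101* array. *PRF3*, AT3G07540 and *XTH28* differed by -2.91, -1.77 and -1.48, and *UMAMIT14*, which fell in WT, by 2.95. *ANAC085* (-6.15), AT5G60250 (-7.91), *GEX1* (-8.25), AT4G25330 (-6.75), *ABCA10* (-6.79) and AT5G07600 (-4.72) were below background in mock-treated samples, so that these fitted values are no bound. The *UMAMIT14* difference was not called without WT mock replicate 1 (adjusted p = 0.0607) or *sog1-101* mock replicate 2 (adjusted p = 0.0544), and that of AT5G60250 not without any one WT array or either *sog1-101* mock array (adjusted p from 0.0513 to 0.0566). *MSH5* (difference 0.83) and *CSD1* (difference -0.34) are less firm: *MSH5* was not called without any one WT array, *sog1-101* mock replicate 2 or bleomycin replicate 2 (adjusted p from 0.0639 to 0.0769), nor without a filter on dim probes or a shift between arrays (0.0539 and 0.0901), and the adjusted p of *CSD1* was above the threshold without any one of the 12 arrays and ranged from 0.0215 to 0.206 over the alternatives run for it.

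WT and *sog1-101* shared a slide and had mock and bleomycin in the same rows, so that an effect of the row common to both genotypes cancels in these differences. A row effect common to all columns of the slides is argued against as the whole cause of the WT response. The comparison used 576 loci chosen by neither genotype, those which changed in the double mutant by a log2 value of at least 1. It cannot exclude a row effect that differs between columns, since *sog1-101* lay alone in column 2 and the other genotypes in column 1. Signed by the direction in the double mutant, the median response of these loci was 1.85 in WT and 0.67 in *sog1-101*, with a median difference of 1.17, and it was larger in WT at 489 of them. At 476 of the 576 the response in *sog1-101* still had the direction of the double mutant. The part of the response that all genotypes share stays open: 1085 loci were called in the same direction in all 3 genotypes, and there are 0 genotypes with mock arrays in the lower rows, so that for these loci bleomycin and the position of the array on the slide cannot be told apart. RNA of other plants in a sample would shrink the differences. Loci below background in mock-treated *sog1-101* exceeded replicate 1 in replicate 2 of the bleomycin-treated samples by a median of 1.52% of their WT level with *SOG1* left out, and without that array the count was 920. Without *sog1-101* mock replicate 1, WT bleomycin replicate 1, WT mock replicate 1 or *sog1-101* mock replicate 2, it was 811, 889, 896 or 902. The loss of SOG1 is the biological explanation that the design offers, and these tests leave it open as a hypothesis for each of these genes.

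Between *anac044-1 anac085-1* and WT, the response differed at 18 loci, 15 of which rose less or not at all in the double mutant and 3 of which fell less or not at all. The differences with the smallest adjusted p were those of *ANAC085* (-6.60), AT5G07600 (-4.68), *PRF3* (-2.60), AT3G07540 (-1.81) and *XTH28* (-1.21), and *ANAC044* differed by -3.41. *ANAC085* and AT5G07600 are among 5 of these loci with a group below background, so that their fitted values are no bound. The difference of *ANAC044* was not called without any one of 5 arrays (adjusted p from 0.0508 to 0.0862), which were WT mock replicates 1 and 2, WT bleomycin replicate 2 and the bleomycin replicates of the double mutant. The count of 18 was 28 without WT bleomycin replicate 1, 42 and 61 without mock replicates 1 and 2 of the double mutant and 29 without its bleomycin replicate 1, where 65.5% were higher in the double mutant. Against a lower effective dose in the double mutant speaks the median difference of -0.00373 over the other SOG1 target genes. Of the 16 loci other than *ANAC044* and *ANAC085*, 12 had no group below background. Against failed probes on the slide of the double mutant speaks, for these as a set, their median difference of -0.0044 between the mock-treated samples of both genotypes, and one of 0.058 for the 9 of them that rise in WT. At AT4G05612, chosen after its values were seen, the mock level was lower in the double mutant, with a difference of -1.52. For the other 4 loci, AT5G07600 among them, failed probes and a weaker response cannot be told apart, since their mock level is below background in both genotypes. A slide effect common to mock and bleomycin cancels in this comparison, but an effect of the row that differs between the slides was not tested. A candidate explanation is that induction of these loci depends on ANAC044 or ANAC085, which was not separated from an effect of the row on slide 2 and which remains a hypothesis, since the loci were chosen by the values that show it.

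The G2/M genes moved apart between genotypes. Their median response was higher in *sog1-101* than in WT by 0.97, and *KNOLLE*, *CYCB1;2*, *EHD2* and *MAP65-3* differed by 1.01, 1.04, 0.77 and 1.03. All 21 genes of the set fell in WT and in the double mutant and rose in *sog1-101*. Scaling between arrays was weighed: with quantile normalization the median in *sog1-101* was 0.45, against 0.022 for all loci, which argues against scaling as the cause, and without a shift between arrays all 21 still rose. Without a shift, the median of all loci was -0.11 in the double mutant, and the set's median of -0.51 is to be read against it. Calls by camera for the difference between *sog1-101* and WT (adjusted p = 2.0e-27) held under fry (adjusted p = 2.1e-05), while an estimated correlation gave 0.0511. For the fall in WT, the paper proposes a repression that needs SOG1, with accumulation of repressor-type MYB3Rs. Its EdU labelling found G2/M progression impaired by bleomycin in WT and not in *sog1-101*. A higher share of cells in G2/M in *sog1-101* than in WT is another possible explanation, and neither was tested on the arrays.

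Some responses in *sog1-101*, which the paper does not discuss, are of metal-related genes. *MIR398c* rose by 4.89, *FRO4* by 4.34, AT1G71200 by 4.47 and *MIR408* by 5.98, and *CSD1* had a log2 fold change of -1.75. In WT the log2 fold changes of these 5 genes were 4.99, 4.25, 4.82, 5.91 and -1.40. The probe sequence of AT1G71200 is shared with another probe, and that of *MIR398c* was not examined for binding of RNA from its paralog. Of other genes that rise under copper shortage, 8 of 8 were called up in each genotype, with a median of 1.50 in *sog1-101* that stays at 1.50 with 2 genes below background in mock set to their bound. Of the genes that fall, 6 of 8 were called down in *sog1-101*, 5 in WT and 4 in the double mutant, with a median of -1.21 in *sog1-101*. Under the alternatives that kept both arrays of each compared group, this count stayed at 5 in WT. It ranged from 5 to 6 in *sog1-101* and from 2 to 5 in the double mutant, lowest with only the arrays of the compared genotypes. In each genotype, leaving out some single arrays also lowered it. *LAC13*, of the latter list, rose in WT (0.59) and in the double mutant (0.84). The responses were not of equal size in all genotypes. Between *sog1-101* and WT, the list that rises had a median difference of -0.21 (adjusted p = 0.0142 by camera, 0.0122 by fry and 0.123 with an estimated correlation) and the list that falls one of -0.28 (0.0092, 0.0955 and 0.258). Between the double mutant and WT these medians were -0.13 (0.162, 0.155 and 0.268) and 0.22 (0.0048, 0.176 and 0.257). Of single genes of the lists, *CCH*, *COPT6* and *NAS4*, singled out after their values were seen, differed between *sog1-101* and WT by -0.71, -0.52 and 2.21 (adjusted p = 0.0118, 0.0358 and 0.0044). A gradual trend along the rows of the slide is argued against by the difference between neighbouring rows of a group, which was a median of -0.0176 of the response in *sog1-101*. A step between the upper and the lower rows cannot be told apart from bleomycin, since 0 genotypes have mock arrays in the lower rows. Copper shortage during the treatment is a candidate explanation: camera gave an adjusted p of 2.2e-09 for the list that rises (fry 2.8e-07, estimated correlation 0.0042) and of 5.9e-06 for the list that falls, the latter not held with an estimated correlation (0.120). For iron shortage the list had a median of 0.32 in *sog1-101*, with 4 of 11 genes called up and 1, *NAS4*, called down, and its adjusted p was 0.298 by camera and 0.0369 by fry, which leaves iron open. In WT and the double mutant, the iron list had medians of 0.21 and 0.39. Whether bleomycin binds metal ions under these conditions was not tested.

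Probes that stand for no locus, which the paper does not report on, also responded: 321 of 7632 tested were called in WT, 122 up and 199 down. Among them, 89 of the 90 called probes for exons, introns or junctions of a locus fell. In the double mutant 243 and in *sog1-101* 297 were called, and the response differed from WT for 1 and 54. These probes share the rows of the slide with all others, and no biological explanation was tested.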

How the results depend on the processing

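All results below were recomputed under alternatives chosen before the result was seen, except the fit without a shift between arrays and the block with crossed replicate numbers, which were chosen after seeing the data. No result reversed its direction past the threshold under any alternative it was run with. Of 395 results of named genes, 315 stayed on the same side of the threshold in each alternative run for single genes. These leave out the minimum log2 fold change of 1, under which called genes with smaller changes lose their call, and the crossed block, and with only probes well above background on all arrays 339 of the results could be run. Over 9029 combinations of such a result with an alternative, 8657 kept their side and direction, 283 lost a call and 89 gained one. The mean of a locus' probes and each probe on its own moved none of the counts by more than 1.5 times, and the authors' table of all arrays gave identical values, since it holds the same signal, and says nothing about stability. Slide as a block could not be fitted for the mock difference of the double mutant.

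Quantile normalization gave a median response of the SOG1 target genes of 1.52 in the double mutant, and of the loci called in WT, the double mutant and *sog1-101* it shared 4108, 2768 and 4873 with the calls under the 75th percentile shift. With normexp background correction, 28 loci differed in response between the double mutant and WT, 4221 differed in mock, 3 of the 6 repair genes rose in *sog1-101*, and the target medians were 1.08 in WT and 1.05 in the double mutant. The cause was not tested. Without a filter on dim probes, 2697 loci changed in *sog1-101*, 836 differed between *sog1-101* and WT in response and 386 between the double mutant and WT in mock. More loci are tested under this choice, which raises the adjusted p of each. Of the non-homologous end-joining and mismatch repair genes, 1 then changed in the double mutant and 3 in *sog1-101*, and the target medians were 1.51 and 1.41. With only probes well above background on all arrays, 3 repair genes rose in *sog1-101*, and the target medians of 1.40 and 1.32 leave out the genes that are below background in a group.

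Without a shift between arrays, 2396 loci changed in WT and 1912 in *sog1-101*, 738 differed between *sog1-101* and WT in response, and 12029 between the double mutant and WT in mock, 98.5% of them higher in the double mutant, since differences in overall brightness between arrays then remain. In the non-homologous end-joining and mismatch repair list, 0 genes then changed in WT, 0 in the double mutant and 1 in *sog1-101*, 0 repair genes rose in *sog1-101*, and the target median in the double mutant was 1.40. A minimum log2 fold change of 1 left 835 loci in WT, 576 in the double mutant, 416 in *sog1-101*, 440 in the difference between *sog1-101* and WT and 124 in the mock difference of the double mutant, since it removes small changes. The share that rose was 65.2% in WT (49.7% without the minimum) and 45.9% in *sog1-101* (59.6% without it), and in the double mutant it was 72.2% (51.1% without it). Without a shift between arrays the share was 55.5% in WT, 35.1% in the double mutant, 34.2% in *sog1-101* and 37.3% in the difference between *sog1-101* and WT (53.6% with the shift, 36.4% with the minimum). Whether more loci rose or fell therefore depends on these choices.

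Replicate number as a block gave 4123, 2819 and 5026 changed loci in WT, the double mutant and *sog1-101*, of which 3894, 2628 and 4717 were also called without the block, and 2 repair genes rose in *sog1-101*. Of 144 called results of named genes, the block lost 4 and gained 5. The residuals of mock and bleomycin samples of 1 number had correlations across loci of 0.0947 in WT, -0.200 in the double mutant and 0.0371 in *sog1-101*, and the block was not used, since these do not all exceed 0.1. A shared effect of the number is not excluded: the bleomycin samples of 1 number had correlations between genotypes of 0.235, 0.322 and 0.237, while the mock-treated double mutant had negative ones with all other groups, down to -0.345. The cause was not tested. Crossing the numbers of the mock-treated double mutant gave 5335, 3722 and 7042 loci, and 2131 for the difference between *sog1-101* and WT. With a mean-variance trend, 2 non-homologous end-joining and mismatch repair genes changed in WT and 4 in the double mutant, and 3 repair genes rose in *sog1-101*. The cause was not tested.

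With only the arrays of the compared genotypes, which leaves fewer degrees of freedom, 2233 loci changed in WT, 868 in the double mutant and 1476 in *sog1-101*, of which 2054, 805 and 1364 were also called with all arrays. The mock differences from WT then numbered 285 for the double mutant and 18 for *sog1-101*, which is the fit of slide 1 alone (18). In the non-homologous end-joining and mismatch repair list, 0 genes changed in WT, 0 in the double mutant and 1 in *sog1-101*, and of the 6 repair genes 0 rose in *sog1-101* and 4 in the double mutant. With an estimated correlation in camera, the G2/M set had an adjusted p of 0.0715 in WT, in the double mutant and in *sog1-101* and of 0.0511 in the difference between *sog1-101* and WT. The estimate of 0.349 between its genes, against the preset 0.01, widens the test.

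Each array was left out in turn, under the assumption that the lone array of a group varies like the other groups. The number of changed loci then ranged from 2150 to 4475 in WT, from 1207 to 2732 in the double mutant and from 1167 to 5738 in *sog1-101*. The lowest values were without WT bleomycin replicate 2, without bleomycin replicate 2 of the double mutant and without *sog1-101* mock replicate 1. The differences in response ranged from 15 to 61 loci for the double mutant (61 without its mock replicate 2) and from 811 to 1431 for *sog1-101* (811 without its mock replicate 1). Of the former, 16.7% were higher in the double mutant with all arrays and 65.5% without its bleomycin replicate 1. The mock differences ranged from 271 to 656 for the double mutant (271 without WT mock replicate 1) and from 22 to 86 for *sog1-101* (86 without its mock replicate 2, of which 73.3% were higher in *sog1-101*, against 38.7% with all arrays). Between 5 and 6 of the 6 repair genes rose in WT, 5 to 6 in the double mutant, and 0 to 4 in *sog1-101*, with 0 without *sog1-101* mock replicate 1 or bleomycin replicate 2 and 4 without bleomycin replicate 1. Of the non-homologous end-joining and mismatch repair genes, 0 to 2 changed in WT, 0 to 2 in the double mutant and 1 to 6 in *sog1-101*, with 1 without *sog1-101* mock replicate 1 or bleomycin replicate 2. The target medians ranged from 1.51 to 1.63 in WT, from 1.41 to 1.50 in the double mutant and from 0.067 to 0.16 in *sog1-101*. The adjusted p of the G2/M set ranged from 1.0e-15 to 6.7e-13 in WT, from 1.5e-17 to 7.0e-15 in the double mutant, from 5.7e-14 to 5.5e-11 in *sog1-101*, from 0.179 to 0.910 for the difference between the double mutant and WT and from 5.1e-28 to 6.2e-22 for that between *sog1-101* and WT. For the F-box set these ranges were 0.260 to 0.578, 0.501 to 0.801, 0.316 to 0.659, 0.210 to 0.620 and 0.607 to 0.932. The 8 genes that rise under copper shortage were called in each genotype without any one array, and 5 of them with only probes above background on all arrays, a choice that drops the dim ones.

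Signal over background limits what the arrays show. Of the loci called in WT, 253 had a group below background, in the double mutant 152 and in *sog1-101* 177, and the size of their change is a bound at most.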

Differences from the paper's values

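The paper states no value for a measure computed here, so that the differences concern single genes. The paper states that the 6 repair genes it names rose in WT and did not rise in *sog1-101*. Of these, 5 of 6 were not called in *sog1-101*, and *RAD51A* was called with a log2 fold change of 0.39 (adjusted p = 0.0126). Of the alternatives set before the data were examined, *RAD51A* was not called with only the arrays of the compared genotypes (adjusted p = 0.0564), without *sog1-101* mock replicate 1 (0.0856) and without *sog1-101* bleomycin replicate 2 (0.0801), and it was called in the others run for single genes (adjusted p down to 0.0039). A minimum log2 fold change of 1, which was run for counts of all loci only, lies above its change. It was also not called without a shift between arrays (0.0899), which was chosen after seeing the values.

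The paper states that the genes that rose in WT were induced normally in *anac044 anac085*. Of the 6 genes, 5 were called there, and 4 with only the arrays of this genotype, where *RAD51B* had an adjusted p of 0.0599. *RAD54L* had a log2 fold change of 0.83 with an adjusted p of 0.0523. It was called with quantile normalization (0.0426), normexp background correction (0.0121), only probes well above background on all arrays (0.0381) and a mean-variance trend (0.0436), without mock replicate 1 of the double mutant (0.0494), without *sog1-101* bleomycin replicate 1 (0.0336) or 2 (0.0333), and when adjusted over the list alone (0.0071). Over the alternatives run for it, its adjusted p ranged from 0.0121 to 0.288.

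The paper states that genes of non-homologous end-joining and mismatch repair did not change. In WT, 12 of 13 tested genes were not called, and *MSH3* was, with a log2 fold change of 0.27 (adjusted p = 0.0126). It was not called with only the arrays of the compared genotypes (0.0614) and without WT mock replicate 1 (0.0577), WT mock replicate 2 (0.0619) or WT bleomycin replicate 2 (0.0838), nor without a shift between arrays (0.0784), an alternative chosen after seeing the values. Over the alternatives run for it, its adjusted p ranged from 0.0065 to 0.0838. No gene of the list was called in WT with only the arrays of the compared genotypes, without WT mock replicate 1 or without WT bleomycin replicate 2, nor without a shift between arrays, chosen after seeing the values. In *anac044 anac085*, 11 of 13 were not called and 2 were, and 0 were called with only the arrays of the compared genotypes, without mock replicate 2 or either bleomycin replicate of this genotype, or without a shift between arrays, chosen after seeing the values. In *sog1-101*, 8 of 13 were not called and 5 were, and at least 1 was called in every alternative run for the list. The changes named for this list are below a minimum log2 fold change of 1, which was not run for it.

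The paper states that *RAD54L* rose in WT and not in *sog1-101*. The gene was called in WT and not in *sog1-101*, but the difference of -0.58 between the responses was not called (adjusted p = 0.356), and over the alternatives run for it its adjusted p lay between 0.211 and 0.591.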

Other observations

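Of the tests below, those on the mock arrays of the double mutant, on neighbouring loci, on F-box genes and on the share of other RNA were chosen after the results had been seen, while that on the slide was written down before.

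In replicate 2 of bleomycin-treated *sog1-101*, transcripts that are bright in bleomycin-treated WT were slightly raised. *SOG1* was at 2.12 in replicate 1 and at 5.19 in replicate 2, an excess of 1.46% of the level in bleomycin-treated WT. For *SMR7* the excess was 1.74%, for AT5G60250 1.70% and for *GEX1* 1.35%. Among loci below background in mock-treated *sog1-101* and at a log2 level of at least 9 in bleomycin-treated WT, 9 of 9 were brighter in replicate 2, by between 0.647% and 2.87% of the WT level. Without *SOG1* the median over the other 8 was 1.52%. Between the mock replicates of *sog1-101*, the median over the same 9 loci was 0.141%. A response of *sog1-101* itself to bleomycin in that replicate is argued against by loci that are dimmer in *sog1-101* than in WT with or without bleomycin, which were chosen after their values were seen: *SADHU3-2* was at 9.85 in replicate 1 and 10.61 in replicate 2, *SADHU3-1* at 8.00 and 8.66, and the median excess over these and *SOG1* was 1.25%. A small share of RNA from bleomycin-treated plants with SOG1 in that sample is a candidate explanation, and where it could have entered was not tested. The values without that array are a log2 fold change of 0.08 for *BRCA1*, 0.13 for *SMR7* and -0.04 for *SMR5* in *sog1-101*, against 0.28, 0.84 and 0.37 with it. Without replicate 1 in its place, these 3 genes were called in *sog1-101*, with log2 fold changes of 0.48, 1.55 and 0.78.

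The *ANAC044* probe gave a higher signal in mock-treated *anac044-1 anac085-1* than in mock-treated WT, by 2.88 (adjusted p = 0.0010), and *ANAC085* was above background on 2 of 2 mock arrays of the double mutant and on 0 of 2 of WT. With normexp background correction the mock difference of *ANAC085* was 0.09 (adjusted p = 0.320), and over the alternatives run for it its adjusted p ranged from 3.2e-05 to 0.320. Bleomycin-treated RNA on the mock arrays is argued against, since *SMR7* on them lay below its level in bleomycin-treated WT, with a difference of -6.51, and near its level in mock-treated WT, with a difference of 0.078. The paper gives a T-DNA insertion in each gene and no transcript by RT-PCR across the insertion. Whether the probe lies on 1 side of the insertion and detects a partial transcript was not tested. In *sog1-101*, *SOG1* was below background on both mock arrays, at least 134-fold lower than in WT.

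In mock-treated samples, 776 loci differed between *anac044-1 anac085-1* and WT, 374 higher and 402 lower in the double mutant. Slide 2 holds this genotype alone, so that slide and genotype cannot be told apart for these loci. The lowest adjusted p was that of *RLK* (AT5G67280), which was below background on both mock arrays of the double mutant. Among the 776 loci, 60 pairs were neighbours in the annotation, against a mean of 27.5 and at most 49 in 10000 random sets (permutation p = 1e-04, the smallest these sets can give).

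Between mock-treated *sog1-101* and WT, which shared a slide, 31 loci differed, 12 higher and 19 lower. The genotypes lay in different columns of that slide, so that column and genotype coincide in this comparison. Among loci singled out after their values were seen, *QQS* was 272-fold higher in *sog1-101*, *NF-YC12* had a difference of 3.11, and *SADHU3-1* and *SADHU3-2* of -5.82 and -5.78. *NF-YC12*, *SADHU3-1* and *SADHU3-2* also differed from WT in the mock-treated double mutant, by 3.09, -6.79 and -6.93, a comparison that uses the same WT arrays. Of the 31 loci, 4 pairs are neighbours, among them *BPS2* (-1.96) and *MPK12* (-2.10), where random sets had a mean of 0.0469 pairs and at most 4 (permutation p = 2.0e-04). Changes that cover neighbouring loci, through a local rearrangement or a shared chromatin state, may therefore contribute, and the arrays do not tell these apart. *MPK12* was not called in 14 of 23 alternatives and *BPS2* not in 4, with adjusted p up to 0.241 and 0.117, among them those without WT mock replicate 1 or 2.

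The paper proposes in its discussion that F-box genes may be under the control of ANAC044 and ANAC085. Only 31 loci carry F-box in their symbol or synonyms, of which 27 were tested, and the difference between the double mutant and WT had an adjusted p of 0.345 by camera and a median of 0.03. The set holds a small part of the family and its members went both ways, which leaves the proposal open. The responses of this set in WT, the double mutant and *sog1-101* had medians of -0.04, -0.04 and 0.0040 (adjusted p = 0.345, 0.652 and 0.500), with a mean of -0.04 in *sog1-101*, opposite in sign to the median. For the difference between *sog1-101* and WT, the adjusted p was 0.767.

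Genes that the paper followed by qRT-PCR at other times, *KNOLLE* and *CYCB1;2* among them, were also on the arrays after 10 hr. The larger G2/M set was chosen for the re-analysis, and *CYCB1;1*, *MYB3R1* and *MYB3R5* were not in the paper's qRT-PCR. The G2/M set of 21 genes had median log2 fold changes of -0.47 in WT (camera adjusted p = 1.1e-14), -0.41 in the double mutant (4.9e-17) and 0.48 in *sog1-101* (4.0e-13), which held under fry (5.1e-05 in each) and not with an estimated correlation. The double mutant and WT did not differ (median difference 0.011, adjusted p = 0.640). Adjusted over the list alone, 21 genes changed in WT, 21 in the double mutant and 21 in *sog1-101*, against 19, 19 and 18 over all loci. Of them, 0 differed between the double mutant and WT by limma, 2 at an unadjusted p under 0.05. *KNOLLE* had log2 fold changes of -0.57 in WT, -0.56 in the double mutant and 0.44 in *sog1-101*, and *CYCB1;2* of -0.78, -0.72 and 0.26, the last not called without any one *sog1-101* array other than mock replicate 2, or without WT mock replicate 1 or bleomycin replicate 2. *CYCB1;1* rose by 1.44 in WT, 1.31 in the double mutant and 0.61 in *sog1-101*. The log2 fold changes of *MYB3R3* were -0.16, -0.13 and 0.04 (the last -0.02 without a shift between arrays), those of *MYB3R4* -0.39 (adjusted p = 0.0621), -0.42 (0.0629) and 0.22, those of *MYB3R5* -0.24, -0.19 and -0.06 (the first not called without any one WT array, the second not without any one array of WT, of the double mutant or of bleomycin-treated *sog1-101*), and those of *MYB3R1* -0.17, -0.10 and -0.04. *ANAC044* rose by 3.35 in WT (adjusted p = 6.5e-05) and had a log2 fold change of 0.37 in *sog1-101* (adjusted p = 0.268, and 0.0139 and 0.0165 without mock replicate 1 or 2 of the double mutant). *ACTIN2*, the reference gene of the qRT-PCR, had log2 fold changes of 0.12, 0.14 and 0.18, the last called with all arrays (adjusted p = 0.0371) and not without any one WT or *sog1-101* array or either bleomycin array of the double mutant. Without mock replicate 1 of the double mutant, the value in that genotype was 0.21 and was called (adjusted p = 0.0295).

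Of the loci with the largest changes in WT, *FRO5* rose by 9.45, with 1 of 2 mock arrays below background, and *GEX1*, AT4G25330 and *ABCA10* rose at least 94.7-fold, 67.3-fold and 43.4-fold. *UGT76E12* fell at least 6.39-fold in WT, 7.96-fold in the double mutant and 8.05-fold in *sog1-101*, and *UMAMIT14* had log2 fold changes of -4.06, -3.07 and -1.10.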
